# Dysregulation of the Acrosome Formation Network by 8-oxoguanine (8-oxoG) in Infertile Sperm: A Case Report with Advanced Techniques

**DOI:** 10.3390/ijms22115857

**Published:** 2021-05-30

**Authors:** Sung Woo Kim, Bongki Kim, Jongsoo Mok, Eun Seo Kim, Joonghoon Park

**Keywords:** 8-oxoguanine (8-oxoG), acrosome, sperm, infertility, bull

## Abstract

8-Hydroxyguanine (8-oxoG) is the most common oxidative DNA lesion and unrepaired 8-oxoG is associated with DNA fragmentation in sperm. However, the molecular effects of 8-oxoG on spermatogenesis are not entirely understood. Here, we identified one infertile bull (C14) due to asthenoteratozoospermia. We compared the global concentration of 8-oxoG by reverse-phase liquid chromatography/mass spectrometry (RP-LC/MS), the genomic distribution of 8-oxoG by next-generation sequencing (OG-seq), and the expression of sperm proteins by 2-dimensional polyacrylamide gel electrophoresis followed by peptide mass fingerprinting (2D-PAGE/PMF) in the sperm of C14 with those of a fertile bull (C13). We found that the average levels of 8-oxoG in C13 and C14 sperm were 0.027% and 0.044% of the total dG and it was significantly greater in infertile sperm DNA (*p* = 0.0028). Over 81% of the 8-oxoG loci were distributed around the transcription start site (TSS) and 165 genes harboring 8-oxoG were exclusive to infertile sperm. Functional enrichment and network analysis revealed that the Golgi apparatus was significantly enriched with the products from 8-oxoG genes of infertile sperm (*q* = 2.2 × 10^−7^). Proteomic analysis verified that acrosome-related proteins, including acrosin-binding protein (ACRBP), were downregulated in infertile sperm. These preliminary results suggest that 8-oxoG formation during spermatogenesis dysregulated the acrosome-related gene network, causing structural and functional defects of sperm and leading to infertility.

## 1. Introduction

In beef production in Korea, more than 90% of the beef is bred by artificial insemination (AI); therefore, the ability to predict the fertility of bulls before AI has been a long-term objective of the animal breeding industry. The reproductive soundness of the selected bulls should be managed. The evolutional conservation of spermatogenesis is reported in the mammalian species. The irregularity of spermatogenic gene expression reduces the quality of semen and may lead to the failure of fertilization both in cattle and humans [1]. Environmental and genetic effects have been associated with decreased male fertility, which is known to contribute to a dysregulated spermatogenic gene network, abnormal spermatogenesis, and eventually, impaired sperm fertility [2]. However, the molecular basis for the cause of poor sperm quality has not been studied in detail.

The integrity of sperm DNA has been recognized to be necessary for the development of normal fertile sperm of mammals, including humans and mice. Sperm abnormality is reported to be caused by reactive oxygen species (ROS), abnormal packaging of sperm chromatin, and cell death [3]. Among them, ROS-induced oxidative stress is well known to play a major role in male factor infertility [4]. Therefore, one of the characteristics of the male reproductive system—low oxygen stress—is recognized as an important component of the self-defense mechanism against oxidative damage during spermatogenesis and hormone production. Along with this, a wide range of antioxidant enzymes and ROS scavengers equipped in the male reproductive system work to ensure that spermatogenesis and steroidogenesis are not impacted by oxidative stress [5]. In contrast, ROS are a prerequisite for spermatogenesis under physiological conditions that contribute to a successful fertilization ability. Sperm, however, are especially susceptible to the harmful effects of ROS on both their cell membranes and DNA. In particular, the spermatids of spermiogenesis are very vulnerable to ROS, as they progressively lose the ability to repair the oxidative DNA damage since haploid spermatids form mature sperm [2].

8-Hydroxyguanine (8-oxoG) is the most common and well-studied oxidative DNA lesion of the four DNA bases; 8-oxoG repair is very important in maintaining DNA integrity because 8-oxoG can be paired not only with cytosine (C) but also with adenine (A) during DNA replication, resulting in a transversion mutation from G:C to T:A base-pairing. Base excision–repair (BER) is the major repair mechanism for these lesions [6,7]. In mammalian cells, 8-oxoG DNA glycosylase 1 (OGG1) is a primary DNA glycosylase that hydrolyzes 8-oxoG to form an abasic site. Apurinic/apyrimidinic endodeoxyribonuclease 1 (APEX1) then binds to this abasic site and cleaves the 5’ end to create a phosphate of sugar at the 5’ end and a hydroxyl group at the 3’ end. Subsequently, to fill the gap, DNA polymerase is recruited through DNA synthesis, and DNA ligase I or III seals the nick and completes the BER process [8].

Unrepaired 8-oxoG modifications have been implicated in various pathogenic conditions, and increased levels of 8-oxoG are associated with DNA fragmentation in sperm [9]. Oxidative stress-induced fragmentation of sperm DNA may damage the paternal genetic contribution to embryonic development [4]. With the progressive loss of the DNA repair ability during spermatogenesis, oxidative DNA damage in sperm is expected to be repaired only after fertilization by maternal BER machinery [10]. However, severe sperm DNA damage can surpass the maternal repair capacity and can have a devastating effect on the subsequent development [11,12]. However, the molecular genetic effects of 8-oxoG generated in sperm DNA by oxidative stress on spermatogenesis are not entirely understood.

Here, we identified one infertile Korean native striped bull at 6 years old, due to asthenoteratozoospermia. We found that 8-oxoG was substantially greater in infertile sperm DNA. To understand whether the increased levels of 8-oxoG induce sperm infertility through gene regulatory effects, we performed comprehensive analyses of DNA and proteins derived from infertile sperm. The majority of the 8-oxoG loci were distributed around the transcription start site (TSS), and 165 genes harboring 8-oxoG, including phospholipases, were annotated exclusively into infertile sperm DNA. Gene set enrichment analysis (GSEA) and the protein–protein interaction networking revealed that the 8-oxoG gene products of infertile sperm participate in the Golgi apparatus among intracellular organelles. Proteomic and immunofluorescence analyses verified that acrosome-related proteins, including acrosin-binding protein (ACRBP) and sperm equatorial segment protein 1 (SPESP1), were downregulated in infertile sperm.

These preliminary results suggest that 8-oxoG formation during spermatogenesis would dysregulate the activity of acrosome-related genes, resulting in structural and functional defects of sperm and infertility. These findings may provide new insights to understand bovine male infertility.

## 2. Results

### 2.1. Characterization of Sperm and Male Reproductive Tract

The relative weight of the male reproductive tract of the infertile C14 bull was substantially decreased compared to the fertile C13 bull. The relative weights of the testes and epididymis of C13 recovered after castration were observed to be 0.442 g/bodyweight (kg) and 0.057 g/kg, respectively, and the relative weights of the testes and epididymis of C14 were 0.200 g/kg and 0.033 g/kg, respectively. Therefore, the testes and epididymis of the infertile C14 were reduced by 45% and 58% relative to C13, respectively.

Computer-assisted sperm analysis (CASA) revealed that the motility and the progressiveness of C14 sperm were significantly reduced compared to that of C13 (Figure 1a). The analysis indicated that the percentage of motile sperm with standard deviation (SD) of C14 was 5.80% ± 1.67%, which was significantly reduced from 91.28% ± 2.2% of C13 sperm (*p* < 0.0001). In addition, the percentage of progressive motile sperm of C14 was 0.93% ± 0.90%, which was also significantly lower than 82.58% ± 2.06% of C13 sperm (*p* < 0.0001). Therefore, it was determined that the percentage of viable C14 sperm was more than 5.8% and they had severe damage in motility. As a result of sperm morphology analysis, morphologically normal sperm were observed in 84.2% of C13 sperm, whereas only 35.2% of C14 sperm were found to be normal. C14 sperm had higher deformity rates in the head, midpiece, and tail compared to C13 sperm (Figure 1b). About 13.6% of C14 sperm had head abnormalities in the head, including being deheaded, defects in size and shape, nuclear vacuoles, and acrosome defects. In addition, 32.0% of C14 sperm had defects in the midpiece and 19.1% of the tail. Structural abnormalities in the head of the C14 sperm were closely observed through Coomassie Brilliant Blue (CBB) staining (Figure 1c). The percentage of sperm with acrosome stain was significantly lower in C14 (46.2% ± 7.6%) than in C13 (67.5% ± 4.8%, *p* < 0.001). The percentage of sperm with the intact acrosome was also significantly lower in C14 (35.2% ± 4.3%) than in C13 (86.3% ± 4.0%, *p* < 0.001). In contrast, sperm with ruffled or damaged acrosomes were significantly increased in C14 (*p* < 0.01) (Figure 1d). These results suggest that C14 had complete asthenoteratozoospermia.

To investigate the cause of asthenoteratozoospermia, a histological examination of the testes was performed with hematoxylin and eosin (H&E) staining. Contrary to the C13 testes in which seminiferous tubules were filled with organized and defined germ cell layers, seminiferous tubules of C14 were observed with a severe disruption of spermatogenesis (Figure 1e). The obvious spermatogenesis failure was shown by the abnormal organization, amount, and morphology of elongating spermatids. Immunofluorescence (IF) analysis with anti-KI67 antibody was performed to determine if there was a difference in germ cell proliferation (Figure 1f). Proliferating spermatogonia and primary spermatocytes were observed in seminiferous tubules of C13. In contrast, no proliferating cells were observed in seminiferous tubules of C14. To demonstrate whether the spermatogenesis failure detected in C14 was caused by a defect in the nursing function of Sertoli cell, expression of OXCT1, which is restricted to the Sertoli cells and important for energy generation, was investigated (Figure 1g). OXCT1 was highly expressed in the Sertoli cells of C13 compared to C14. The disorganization of spermatogenic cells and defects in Sertoli cells suggested a possible disruption of the integrity of the blood–testis barrier (BTB). To access the integrity of the tight junction and adherens junction of the seminiferous tubules, the expression levels of zonula occludens 1 (ZO-1) and β-catenin were investigated, and the results showed that a significant reduction in ZO-1 expression was observed in the tight junction of C14 seminiferous tubules (Figure 1h). In addition, the expression levels of β-catenin were greatly decreased in the spermatogonia and Sertoli cells of C14 compared to C13. ZO-1 and β-catenin were co-localized between Sertoli cells. The results suggest that BTB was disrupted in the C14 testes.

Taken together, it appears that the infertility of C14 may be due to the disruption of germ cell–Sertoli cell interactions, resulting in the adverse effects of sperm production by the failure of spermatogenesis.

### 2.2. Global Concentrations of 8-oxoGs in Sperm DNA

Hydrolyzed genomic DNA samples from C13 and C14 sperm were analyzed using reverse-phase liquid chromatography/mass spectrometry (RP-LC/MS) to determine the 8-oxoG levels in the sperm DNA. The average 8-oxoG levels with standard deviation (SD) in C13 and C14 sperm were quantified as 0.027% ± 0.004% and 0.044% ± 0.003% of the total deoxyguanine (dG), respectively (Figure 2a). The 8-oxoG level of C14 sperm was 1.62 times higher than that of C13 with a significant difference (*p* = 0.0028). The global concentrations of 8-oxoG in sperm DNA were comparable to the historical range of 8-oxoG levels in pig livers, HeLa cells, calf thymus DNA, and our previous findings in mouse adipose tissue (ranged from 0.0214% to 0.0441%), even though the cell/tissue types were different. The 5-methylcytosine (5mC) levels in sperm, a canonical epigenetic marker in the genome, also changed consistently to 8-oxoG. The average 5mC levels in C13 and C14 sperm were 3.19% ± 0.641% and 4.30% ± 0.006% of the total deoxycytosine (dC), respectively, and the 5mC level of C14 sperm was 1.35 times higher than that of C13 with a significant difference (*p* = 0.048, Figure 2b). The quantity of the total dG and total dC was comparatively measured by high performance liquid chromatography (HPLC) for quality assurance of the procedure. In C13 and C14 sperm DNA, the ratios of total dG to total dC were 0.93 and 1.08, respectively, and there was no statistical difference, suggesting that there was no detection bias in this analysis.

These results demonstrate that 8-oxoG is present in fertile and infertile bull sperm at low but substantially different levels, and, in particular, is significantly higher in infertile sperm DNA. Therefore, in subsequent experiments, we investigated the possible role of increased 8-oxoG levels in spermatogenesis and, eventually, sperm fertility.

### 2.3. Distribution of 8-oxoG in Sperm DNA

We investigated the genomic distribution of 8-oxoG in the sperm DNA through next-generation sequencing (OG-seq). 

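OG-seq labels 8-oxoG in fragmented DNA with biotin, captures the labelled fragments and sequences the DNA strands released from them, so that reads pile up where 8-oxoG was present. Sperm DNA of the 2 bulls was used, the fertile bull C13 and the infertile bull C14, and for each bull 1 library of 8-oxoG-enriched DNA and 1 library of input DNA were sequenced. There was no replicate library, so no difference between the bulls could be set against a spread between animals or libraries. According to Table 1 of the paper, 84978688 reads were obtained from the 8-oxoG-enriched DNA of C13, of which 7.68% were mapped, and 101407472 reads from that of C14, of which 9.95% were mapped. These shares correspond to 6526363 mapped reads in C13 and 10090043 mapped reads in C14, a ratio of 1.55, while the input DNA gave 75615737 mapped reads in C13 and 70853969 in C14. The authors aligned the reads to the bovine genome build bosTau8 with the Isaac aligner, removed duplicate reads with Picard, called peaks with MACS2 in the 8-oxoG library of each bull against the input of the same bull and annotated each peak with ChIPseeker, which assigns it to the gene with the nearest transcription start site (TSS). The deposited lists give for each peak its position, the pileup (number of overlapping fragments) at the summit, the fold enrichment over the input with 1 added to both, the −log10 of p and q, the annotated gene and the distance to its TSS. The pileup, fold and q values given for single loci here are the authors' own. Every listed peak had a fold enrichment above 2 and a q under 0.05. The local background that MACS2 derived from the input was recovered from the pileup and the fold enrichment, and the p recomputed from it as a Poisson tail differed from the listed −log10 p by a relative difference of at most 4.4e-06 over the 614 loci of C14 and 3.1e-06 over the 370 loci of C13. Shares of loci are given with Wilson 95% confidence intervals, and Fisher's exact tests compare the 2 lists of loci, not fertile with infertile bulls, since loci are not replicates. For a count of 0, the upper limit given is 3 counts of the total. Intervals, limits and tests cover counting error only.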

OG-seq produced for more than 84 billion paired-end reads with 96.56% ≥ Q30. From the input control DNA of C13 and C14 sperm DNA, 77.47% and 65.49% of the reads were successfully mapped on the bovine reference genome, respectively. In contrast, only 7.68% and 9.95% of the immunoprecipitated reads against 8-oxoG were mapped in C13 and C14 sperm DNA, respectively (Table 1). In particular, when comparing the mapping ratio (sample/input), that of C14 increased 1.5 times compared to C13, which was comparable to the quantitative result of 8-oxoG for each sperm DNA, using RP-LC/MS. OG-seq showed that there were 370 loci containing 8-oxoG in the C13 sperm DNA (Supplementary Table S1), and 614 loci in C14 sperm DNA (Supplementary Table S2).

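The list of C13 held 370 loci and that of C14 held 614 loci, a ratio of 1.66. Some intervals were listed more than once because MACS2 splits an interval into subpeaks, and counted by distinct interval there were 353 loci in C13 and 575 in C14. The loci had a median width of 236.5 bp in C13 and 239.5 bp in C14. The pileup at the summit ranged from 4 to 74 fragments in C13, with a median of 9, and from 5 to 182 fragments in C14, with a median of 18. The lowest local background was 0.135 fragments in C13 and 0.359 fragments in C14, a ratio of 2.66, and 113 of the 370 C13 loci and 50 of the 614 C14 loci had this lowest value. The input DNA had fewer mapped reads in C14 (70853969) than in C13 (75615737), so more input reads do not account for the higher value in C14. Of the other thresholds tried, a −log10 q of at least 5 left the fewest loci, 259 in C13 and 420 in C14. When each C14 pileup was thinned at random by the ratio of mapped 8-oxoG reads in Table 1 and the loci were called again with the lowest −log10 p of the C13 list, 498 of the 614 loci passed on average over 1000 draws (95% of draws between 485 and 512). With the ratio of the lowest backgrounds in place of the ratio of mapped reads, 370.6 loci passed on average (354 to 387).

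**Figure D1:**
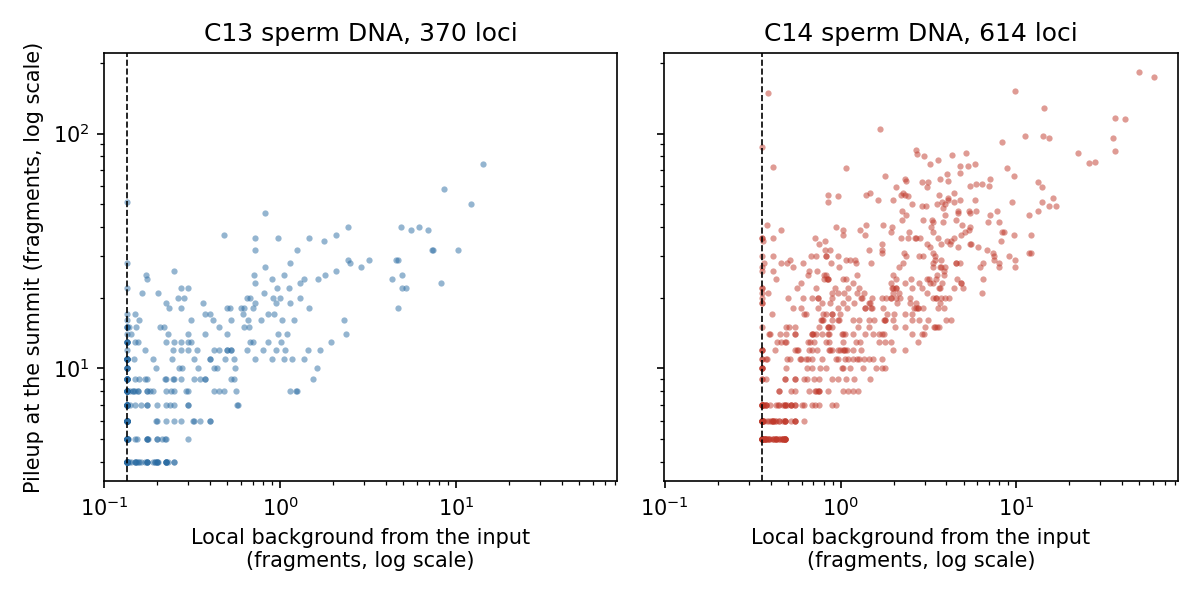
Pileup at the summit against the local background from the input, both in fragments on log scales, for each 8-oxoG locus (1 point per locus) of C13 (left) and C14 (right). The dashed lines mark the lowest background in each list, 0.135 fragments in C13 and 0.359 fragments in C14.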

The genomic distribution analysis of the 8-oxoG loci revealed that most of them were distributed around the transcription start site (TSS) and also in the distal intergenic and intron regions. 

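In the authors' annotation, the median distance between a locus and the TSS of its annotated gene was 167258 bp in C13 and 155986 bp in C14. Within 400 kb of the TSS lay 292 of the 370 C13 loci (78.9%, 95% confidence interval 74.5% to 82.8%) and 477 of the 614 C14 loci (77.7%, 74.2% to 80.8%), and the shares were not distinguishable (Fisher's exact test, two-sided, p = 0.691). The window mattered more than the bull. Within 100 kb of the TSS were 34.3% of the C13 loci and 34.4% of the C14 loci, and within 10 kb of the TSS were 3.51% and 5.70%. A window of 500 kb, chosen after the values were seen, held 81.6% and 82.9%, the shares that the paper gives for 400 kb. The loci were spread over both sides of the TSS, with 49.7% of them upstream in C13 and 52.4% in C14.

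**Figure D2:**
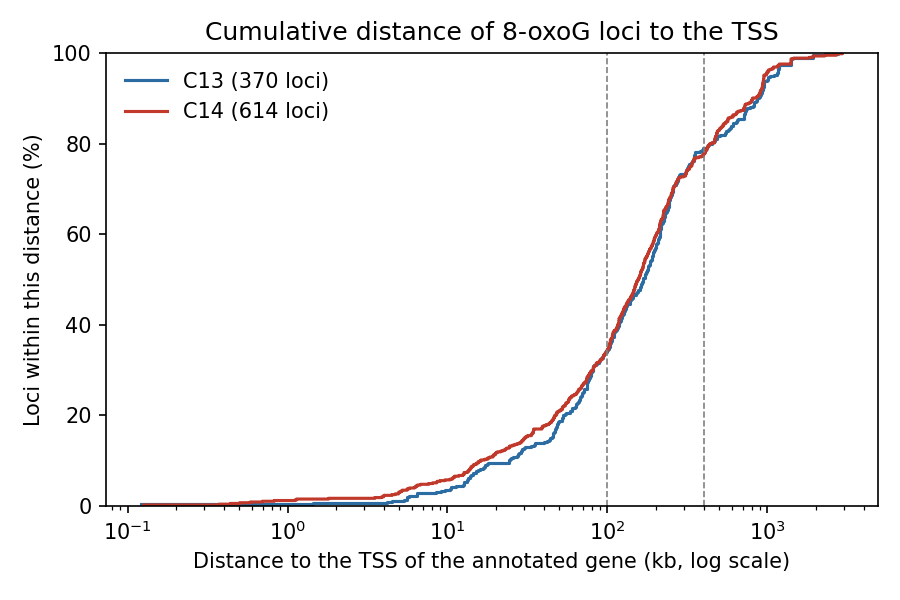
Cumulative share of 8-oxoG loci (in percent) by distance to the TSS of the annotated gene (in kb, log scale) for the 370 loci of C13 and the 614 loci of C14. The dashed lines mark 100 kb and 400 kb, where the lines of the bulls lie at 34.3% and 34.4% and at 78.9% and 77.7%.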

Approximately 81.6% and 82.9% of the 8-oxoG in C13 and C14 sperm DNA were distributed within TSS ± 400 Kb, respectively, and there was no difference in the 8-oxoG distribution between them (Figure 3a). The distal intergenic and intron regions had 99.2% and 97.9% of 8-oxoG, respectively, and no difference was observed between C13 and C14. However, only two promoter regions with 8-oxoG were found in C13 sperm DNA, whereas 10 promoter regions were observed in C14 sperm DNA, and the distribution of 8-oxoG in the C14 promoter regions increased by five times compared to C13 promoters (Figure 3b). 

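Of the C13 loci, 284 were annotated as distal intergenic and 83 as intron, together 367 of 370 (99.2%, 95% confidence interval 97.6% to 99.7%). Of the C14 loci, 459 were distal intergenic and 142 intron, together 601 of 614 (97.9%, 96.4% to 98.8%). The combined shares did not differ by more than the counting error (Fisher's exact test, two-sided, p = 0.191), and none of the alternative thresholds or counting units brought this p under 0.126. The distal intergenic loci had a median distance of 186748 bp to the TSS in C13 and 181407 bp in C14. The gene to which a locus was assigned was not always the gene in whose intron it lay, because ChIPseeker assigns by the nearest TSS. The intron belonged to the assigned gene in 42 of the 83 intron loci of C13 and in 83 of the 142 intron loci of C14.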

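The promoter loci of C13 lay at LIN7C (chromosome 15 of bosTau8, 59003850 to 59004075, 122 bp downstream of the TSS, pileup 4) and IL11RA (chromosome 8, 77359997 to 77360240, 1435 bp upstream, pileup 5). The 10 promoter loci of C14 lay at 9 genes, namely ARSG, TSN with 2 loci, PGAP1, LYZL4, GSTA4, ERCC4, DUSP26, TRIP10 and TSPY. The highest of them was at TRIP10 (chromosome 7, 18960056 to 18960265), 372 bp upstream of the TSS, with a pileup of 41, a fold enrichment of 30.4 and a −log10 q of 62.9. The locus at TSPY (chromosome 8, 83251557 to 83251752) had a pileup of 23 and a −log10 q of 13.0, and the loci at TSN (chromosome 2, 73825780 to 73825989 and 73826344 to 73826605) had pileups of 18 and 23. The local background was 5.37 times the lowest in C14 at TSPY, and 7.28 and 10.5 times at TSN. The fold enrichment was 8.20 at TSPY, and 5.26 and 5.02 at TSN. The loci at PGAP1, LYZL4, ERCC4 and DUSP26 each had a pileup of 5, the lowest in the C14 list. As a share of all loci, promoters made up 0.541% in C13 (95% confidence interval 0.148% to 1.95%) and 1.63% in C14 (0.887% to 2.97%). The count was 5 times and the share 3.01 times as high in C14, and the shares were not distinguishable (Fisher's exact test, two-sided, p = 0.229). With all loci within 5 kb of a TSS counted instead, there were 4 in C13 and 18 in C14 (the same exact test, p = 0.0737). Stricter thresholds lowered the count of promoter loci, to 1 in C13 and 6 in C14 at a q under 0.01 and to 0 and 4 at a −log10 q of at least 5. The authors list the sequence of each C14 promoter locus, on a strand that the list does not name. The GC content of the 10 sequences ranged from 44.2% to 61.5%, with a median of 57.4%. The sequence at TRIP10, with a GC content of 60.5%, is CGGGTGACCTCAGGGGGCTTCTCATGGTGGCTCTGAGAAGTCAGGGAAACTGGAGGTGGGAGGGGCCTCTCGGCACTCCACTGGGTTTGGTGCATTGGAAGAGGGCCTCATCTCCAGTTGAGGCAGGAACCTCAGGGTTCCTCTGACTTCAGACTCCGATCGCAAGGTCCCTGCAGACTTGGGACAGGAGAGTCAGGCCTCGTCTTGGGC. The sequence at DUSP26 (chromosome 27, 28968595 to 28968814, 1140 bp downstream of the TSS, GC content 55.9%) is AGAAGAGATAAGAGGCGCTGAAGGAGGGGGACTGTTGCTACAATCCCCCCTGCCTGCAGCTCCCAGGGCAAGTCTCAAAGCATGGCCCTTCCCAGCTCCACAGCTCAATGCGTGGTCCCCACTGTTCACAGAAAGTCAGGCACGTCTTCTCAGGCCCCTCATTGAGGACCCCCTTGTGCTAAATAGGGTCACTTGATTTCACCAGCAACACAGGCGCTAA. The sequence at ARSG (chromosome 19, 62369221 to 62369428, 826 bp downstream of the TSS, pileup 7) had the lowest GC content and is made up largely of the repeated unit ATCC, which occurs 29 times in 208 bases: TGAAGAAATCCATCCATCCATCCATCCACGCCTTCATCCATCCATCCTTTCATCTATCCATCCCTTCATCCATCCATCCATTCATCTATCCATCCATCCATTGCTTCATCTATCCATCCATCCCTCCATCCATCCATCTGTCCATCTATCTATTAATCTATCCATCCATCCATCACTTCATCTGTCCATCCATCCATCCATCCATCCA.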

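Each locus was counted for the gene to which the authors' annotation assigned it, at any distance. The 370 loci of C13 were assigned to 188 distinct gene symbols and the 614 loci of C14 to 291, a ratio of 1.55, and the counts were the same by NCBI gene number. A single locus stood behind 109 of the C13 genes and 194 of the C14 genes, whereas 12 loci in C13 and 26 in C14 were assigned to ST3GAL4 and 14 in C13 and 22 in C14 to FAM207A. The rule of assignment moved the counts most. A locus inside the assigned gene, in its promoter or directly downstream of it was present for 27 genes in C13 and 54 genes in C14, and a locus within 100 kb of the TSS for 87 and 139 genes.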

Annotation of the genomic loci containing 8-oxoG showed that 188 and 291 genes harbored 8-oxoG in their genetic elements (8-oxoG genes). Among them, 126 genes were common in both C13 and C14 sperm DNA, and 62 and 165 genes were exclusively annotated in C13 and C14 sperm, respectively (Figure 3c). 

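Compared by symbol, 126 genes were in both lists, 62 were exclusive to C13 and 165 were exclusive to C14. The exclusive genes rested on weaker loci than the common genes. The 191 loci of the genes exclusive to C14 had a median pileup of 7 and a median −log10 q of 3.20, and the 423 C14 loci of the common genes had a median pileup of 23 and a median −log10 q of 12.0. In the same way, the 74 loci of the genes exclusive to C13 had a median pileup of 5, against 11 for the 296 C13 loci of the common genes. Of the genes exclusive to C14, 150 had 1 locus, and 11 had a C13 locus within 400 kb of their own locus. At a −log10 q of at least 5, 24 genes were exclusive to C13, 64 were exclusive to C14 and 109 were common. In a comparison chosen after the values were seen, the C14 loci were thinned to the depth of C13, which left on average 101.3 genes exclusive to C14 with the ratio of mapped reads and 60.1 with the ratio of the lowest backgrounds. Compared by position, 211 of the 370 C13 loci (57.0%) overlapped a C14 locus by at least 1 bp, and 225 of the 614 C14 loci (36.6%) overlapped a C13 locus.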

The annotated products encoded by 8-oxoG genes showed that various kinds of proteins had 8-oxoG in their genomic elements, including the ligand and transcription factor. In most protein classes, no frequency difference was observed between C13 and C14 sperm in the content of 8-oxoG. However, the number of 8-oxoG genes encoding kinases, phospholipase, regulators, and miRNA were more than doubled in C14 sperm compared to C13, which exceeded the total ratio of 8-oxoG genes between C13 and C14 sperm. In particular, genes encoding phospholipase was observed only in the C14 sperm (Figure 3d).

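Of the protein classes in Figure 3d, the phospholipases and the miRNAs could be counted from the gene symbols and names in the lists, and the other classes were not analysed here. miRNA genes numbered 3 of the 188 genes in C13 (1.60%, 95% confidence interval 0.544% to 4.59%) and 8 of the 291 genes in C14 (2.75%, 1.40% to 5.33%), so the shares were within each other's intervals. In C13 they were MIR1301, MIR2285C and MIR2404-2. In C14 they were MIR125B-2, MIR153-2, MIR2285C, MIR2285I, MIR2285O-5, MIR2404-2, MIR568 and MIR592, of which 2 were also in the C13 list. The ratio of the counts was 2.67. None of these loci lay in the miRNA gene itself or its promoter. The distance to the TSS ranged from 65512 bp to 274981 bp over the 4 loci of C13 and from 94054 bp to 501402 bp over the 16 loci of C14. The locus of MIR1301 in C13 lay in intron 3 of DNMT3A, and that of MIR592 in C14 lay in intron 3 of GRM8. The loci of MIR125B-2, MIR153-2, MIR2285I, MIR2285O-5, MIR568 and MIR592 had pileups of 5 to 7, and with a −log10 q of at least 5, 2 miRNA genes were left in C14 and 3 in C13.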

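No phospholipase gene was among the 188 genes of C13, a count of 0 that by the limit of 3 counts allows a share of up to 1.60%. Among the 291 genes of C14 there were 4 (1.37%, 95% confidence interval 0.536% to 3.48%), each with 1 locus. The C14 share lies under the limit for C13, so these counts do not tell the shares apart. PLA2G7 was assigned a distal intergenic locus 48183 bp upstream of its TSS (chromosome 23 of bosTau8, 19993234 to 19993468), with a pileup of 56, a fold enrichment of 23.0 and a −log10 q of 61.6. PNPLA4 was assigned a distal intergenic locus 127076 bp downstream of its TSS (chromosome X, 146177077 to 146177280), with a pileup of 21 and a −log10 q of 25.9. PLA2G2E was assigned a distal intergenic locus 22161 bp upstream of its TSS (chromosome 2, 133350904 to 133351102), with a pileup of 14 and a −log10 q of 5.16. The locus of PLA2G4A (chromosome 16, 69553733 to 69553966) lay inside the gene, in intron 8 of 17, with a pileup of 11 and a −log10 q of 4.92. The 4 genes also passed a q under 0.01, and 1 of them was left when a locus inside the gene, in its promoter or directly downstream was required. None of the 4 loci overlapped a C13 locus. Thinned to the depth of C13 by the ratio of the lowest backgrounds, the loci of PLA2G7 and PNPLA4 passed in 100% and 97.6% of 1000 draws, and those of PLA2G2E and PLA2G4A in 44.7% and 41.5%. Thinned by the ratio of mapped reads, the loci of PLA2G2E and PLA2G4A passed in 80.6% and 84.4% of draws. On average 2.84 and 3.65 of the 4 genes kept a locus under the thinning by backgrounds and by mapped reads.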

These results suggest that 8-oxoG may play a role in regulating sperm gene activity and that there may have been a problem with acrosomal exocytosis through phospholipase dysregulation during the spermatogenesis of C14 sperm.

### 2.4. Functional Enrichment of 8-oxoG Genes of Sperm

To understand how genes containing 8-oxoG correlate with the sperm phenotype, we performed literature mining. Multiple text-based mining demonstrated that 16 out of 62 8-oxoG genes (25.8%) exclusive to C13 sperm were associated with sperm terms (spermatogenesis, spermiogenesis, asthenozoospermia, or teratozoospermia). In contrast, 59 of the 165 8-oxoG genes (35.8%) exclusive to C14 sperm were observed to be associated with the sperm terms, and the literature count increased marginally for C14 sperm compared to C13 sperm (*p* = 0.0778) (Figure 4a). We then performed a gene set enrichment analysis (GSEA) using 165 8-oxoG genes exclusive to C14 sperm to understand the function of the 8-oxoG genes in the infertile sperm.

GSEA with a biological process collection demonstrated that the 72 genes out of 8-oxoG genes in C14 sperm were related to sperm motility, including cell projection organization (*p* = 4.6 × 10^−5^), cell motility (*p* = 8.29 × 10^−5^), and negative regulation of cell–cell adhesion (*p* = 1.05 × 10^−4^). These biological processes were significantly inter-connected with each other (enrichment *p* < 0.01) (Supplementary Figure S1). Therefore, these results would explain the genetic basis of asthenozoospermia of the C14 bull. GSEA with a cellular component collection revealed that the 8-oxoG genes of C14 sperm were significantly enriched in cell–cell junctions (*p* = 0.000138), the Golgi apparatus (*p* = 0.000162), the Golgi membrane (*p* = 0.000208), the cell surface (*p* = 0.000221), and the catenin complex (*p* = 0.000236) (Figure 4b). 

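Besides the genes of the Golgi apparatus, Figure 4c names 18 genes, and each of them had a locus in C14 and none in C13, where the gene drawn as CLEC14C was read as CLEC14A. The absence from C13 was fixed in advance, since the network was drawn from the genes exclusive to C14. The 18 genes had 20 loci, of which 13 were distal intergenic and 7 lay in an intron of the gene itself. GFRA3 had 3 loci in its intron 4 (chromosome 7 of bosTau8, between 51287618 and 51292557). The cadherin genes CDH2, CDH10 and CDH12 were assigned distal intergenic loci 195086 bp, 992123 bp and 428852 bp upstream of their TSSs, with pileups of 7, 5 and 7. The loci of CTNNA3, MSN, SCARA5 and TGFBR1 lay in introns of these genes, with pileups of 7, 7, 5 and 5. Over the 20 loci, the pileup ranged from 5 to 23, and 14 loci had a pileup of 7 or less. The highest −log10 q was 11.9, at the distal intergenic locus of CLDN8.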

Protein–protein interaction network analysis showed that the 8-oxoG genes of C14 sperm enriched in the cellular components were well interconnected with each other (interaction score ≥ 0.15) based on various interaction sources, including text-mining, experiments, databases, co-expression, neighborhood, gene fusion, and co-occurrence. In this network, 16 of the 8-oxoG genes exclusive C14 sperm were significantly enriched in the Golgi apparatus (false discovery rate *q* = 2.2 × 10^−7^).

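The network in Figure 4c marks 15 genes as belonging to the Golgi apparatus, and each of these had 1 locus in C14 and none in C13. Their absence from C13 likewise followed from the choice of genes exclusive to C14. The loci of TRIP10 and DUSP26 were promoter loci. The loci of QSOX1, CLIC5, PLA2G4A, CHST11 and GALNTL6 lay in an intron of the gene itself, and those of ACER2, LALBA, HS3ST5, ANKRD28, C1GALT1, ST8SIA3, BCL6 and GCNT1 were distal intergenic. The distance to the TSS ranged from 372 bp to 878273 bp, with a median of 108476 bp. The locus of QSOX1 (chromosome 16 of bosTau8, 62819594 to 62819791) lay in intron 2 of 12, 15147 bp from the TSS, with a pileup of 7 and a −log10 q of 3.14. The locus of CLIC5 (chromosome 23, 19224597 to 19224796) lay in intron 5 of 5, with a pileup of 6 and a −log10 q of 2.79. The locus of BCL6 (chromosome 1, 79956982 to 79957266) lay 231425 bp upstream of the TSS, with a pileup of 5 and a −log10 q of 1.71. HS3ST5 had the highest pileup after TRIP10, 40 fragments, at a local background 15.1 times the lowest in the list (chromosome 9, 36495804 to 36496238).

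**Figure D3:**
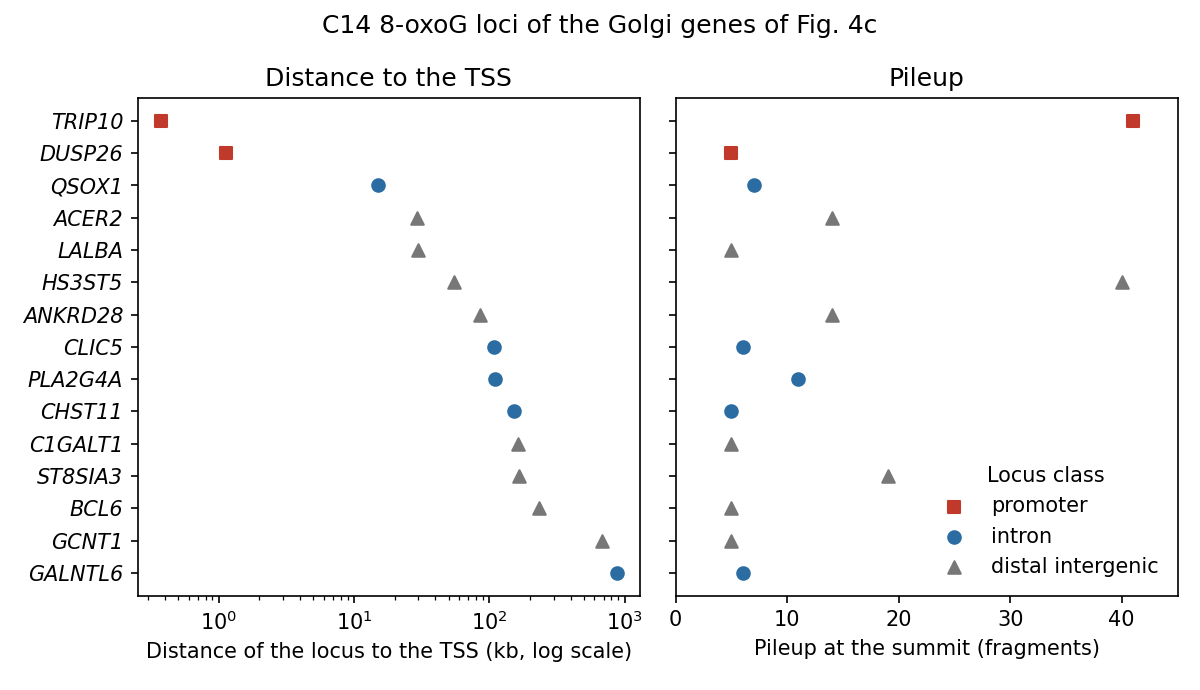
Distance to the TSS (left, in kb on a log scale) and pileup at the summit (right, in fragments) of the C14 locus of each of the 15 Golgi genes of Fig. 4c, by class of locus. TRIP10 lies closest to its TSS and has the highest pileup, and 9 of the 15 loci have a pileup of 7 or less.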

The Golgi apparatus has been known to be an important sperm-specific intracellular organelle essential for the acrosome formation; therefore, these results imply that 8-oxoG occurring in genes participating in the Golgi apparatus may have caused abnormalities in the spermiogenesis and sperm fertility in C14.

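The number of Golgi genes depended on the threshold and on the rule that ties a locus to a gene. Of the 15 genes, 9 had a locus with a q under 0.01, 5 had a locus with a −log10 q of at least 5, 13 had a locus within 400 kb of the TSS and 7 had a locus inside the gene or its promoter. Thinned to the depth of C13 by the ratio of the lowest backgrounds, which was chosen after the values were seen, the loci of TRIP10, HS3ST5, ANKRD28, ST8SIA3 and ACER2 passed in 100%, 93.6%, 83.3%, 78.9% and 67.8% of 1000 draws, and the other 10 loci in under 50% of them. On average 5.63 of the genes kept a locus in these draws, and 9.49 with the ratio of mapped reads. From the enrichment of the network in these genes and the need for the Golgi apparatus when the acrosome forms, the paper proposes that 8-oxoG in such genes may lie behind the abnormal spermiogenesis and fertility of C14.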

### 2.5. Differentially Expressed Proteins (DEPs) in C14 Sperm

To verify the abnormality of acrosome formation predicted through bioinformatics analysis of the OG-seq data from C14 sperm DNA, we performed proteomic analysis of C14 sperm proteins. The proteins from C13 and C14 sperm were separated by isoelectric focusing followed by SDS-PAGE (Figure 4a,b). Based on the spot intensity, we identified 58 differentially expressed standard spots in C14 sperm proteins with at least a two-times greater intensity difference (Figure 4c). The fold change of the spot intensity ranged from a 313-fold decrease to a 731-fold increase in the C14 sperm proteins compared to the C13 sperm proteins (Supplementary Table S3). Among them, we conducted peptide mass fingerprinting (PMF) by selecting the top 19 spots with the highest fold change and identified 10 DEPs in C14 sperm (protein probability ≤ 10^−92^, *p* ≤ 0.0032). Representative PMF spectra and the identified matched amino acid sequence are presented in Figure 5d.

In the DEPs, the expression levels of six proteins were upregulated in C14 sperm compared with C13 sperm, including annexin A4 (ANXA4, fold increase ≥ 128.0), ubiquinol–cytochrome C reductase core protein 1 (UQCRC1, fold increase = 326.4), tubulin alpha-3 chain-like (LOC10184899, fold increase = 176.0), succinyl-CoA:3-ketoacid-coenzyme A transferase 2, mitochondrial (OXCT2, fold increase = 119.4), phosphatidylethanolamine-binding protein 4 (PEBP4, fold increase = 68.7), and serum albumin (ALB, fold increase ≥ 23.7). In contrast, the expression levels of four proteins, ACRBP (fold decrease ≤1.6), outer dense fiber protein 2 (ODF2, fold decrease ≤1.6), SPESP1 (fold decrease ≤2.6), and Izumo sperm–egg fusion protein 4 (IZUMO4, fold decrease = 9.8), were downregulated in C14 sperm compared to C13 sperm (Table 2).

The IF assay verified the differential expression of ACRBP during spermatogenesis (Figure 5e). In the seminiferous tubes of the testes of C13 and C14, differentiating sperm cells corresponding to the entire stages of spermatogenesis were observed, including those from spermatogonia to the elongated spermatid. ACRBP signals were observed in the nucleus of secondary spermatocytes and round spermatids but were absent in spermatogonia, primary spermatocytes, and elongated spermatids in both testes. However, a significant reduction in ACRBP-positive cells was observed in the testes of C14 compared to those in C13.

The DEPs identified through proteomics analysis did not exactly match with the 8-oxoG genes identified by OG-seq. However, the DEPs of C14 sperm, including ACRBP and SPESP1, suggest abnormal acrosome formation, which was consistent with the results of the functional enrichment analysis of the 8-oxoG genes of C14 sperm. Therefore, these results suggest that 8-oxoG formation during spermatogenesis dysregulated the activity of the acrosome-related genes, leading to the production of sperm with structural and functional defects in the C14 bull, resulting in infertility.

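The gene symbols of 9 of the 10 DEPs, ANXA4, UQCRC1, OXCT2, PEBP4, ALB, ACRBP, ODF2, SPESP1 and IZUMO4, were looked up in the lists of 8-oxoG genes. The tubulin alpha-3 chain-like protein was left out because the paper gives it by a LOC number alone. None of the 9 genes was among the 188 genes of C13 or the 291 genes of C14. As a share of the listed genes, a count of 0 allows up to 1.60% in C13 and 1.03% in C14 by the limit of 3 counts. It sets no useful limit on the share of DEPs with 8-oxoG, since 9 genes were looked up. Among the C14 genes named here for other reasons, IZUMO2 and ANXA2 are relatives by name of IZUMO4 and ANXA4. Relatives were not counted in either list, so no link of such families to C14 follows. In C14, IZUMO2 had a locus in an exon (chromosome 18 of bosTau8, 56825936 to 56826138, pileup 5, −log10 q 1.71), and ANXA2 was assigned a distal intergenic locus 209077 bp from its TSS (pileup 5).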

## 3. Discussion

In livestock, inbreeding is considered to depress genetic gain and is particularly pointed out as a cause of the decline in the reproductive capacity of males [13]. However, the exact cause of male infertility is not fully understood, and sperm infertility, like asthenoteratozoospermia, cannot be restored by nutritional or medicinal treatment [14,15]. Therefore, identifying the direct cause of infertile sperm is considered the first step in finding molecular markers to estimate male infertility. In this study, we found an infertile bull with asthenoteratozoospermia, which had a significantly higher level of 8-oxoG formation in its sperm DNA. Histological analysis of the testes of the infertile bull revealed abnormal phenotypes of the seminiferous tubules, including disorganization of germ cells, dramatic reduction of spermatogonia, spermatocytes, spermatids, and spermatozoa during the process of spermatogenesis. Here, we provide evidence that these abnormalities were potentially caused by functional failure of the Sertoli cells that play a critical role in the regulation of spermatogenesis. In addition, the expression of ZO-1 and β-catenin was dramatically reduced in the seminiferous tubules. ZO-1, tight junction protein (TJP), and β-catenin, adhesion junction protein (AJP), are required for the junctions between Sertoli cells and between Sertoli cells and germ cells, respectively [16]. Thus, impaired Sertoli cell function may be the primary cause of the disruption of TJP and AJP involved in the formation of the blood–testis barrier (BTB). Therefore, it appears that defects in BTB due to excess ROS may cause microenvironmental homeostasis failure for spermatogenesis in the seminiferous tubules.

The acrosome is a unique structure of the sperm head of many mammalian species and highly conserved throughout evolution. During spermatogenesis in testes, the Golgi apparatus of spermatid cells packs the center of the acrosome capsule, which contains many different enzymes. The spermatid cells use the proteins in the endoplasmic reticulum and Golgi network to accumulate hydrolytic enzymes into the acrosome center. Therefore, Golgi-derived biosynthetic cargo destined for the acrosome is essential for normal acrosome formation. The primary function of the acrosome is the acrosomal reaction that induces fusion between the sperm and oocyte during fertilization. The acrosome also has a role in sperm morphogenesis [17]. Acrosomal vesicles are produced in the area around the nucleus through interaction with the Golgi apparatus in the first stage of spermatogenesis, and remodeling of the vesicle in the late stage, forming the characteristic shape of the sperm head. Subsequently, the sperm that move to the epididymis undergo maturation to complete acrosome formation [18,19,20]. The unique structure of the acrosome, which is composed of membranes and proteins, is especially susceptible to ROS [21]. The acrosomal structure and function are adversely influenced by protein oxidation and lipid peroxidation in the acrosomal membrane caused by ROS [22,23]. Along with the reduced ability to repair DNA damage during spermiogenesis, the vulnerability of the acrosome to ROS has been suggested as one of the major causes of male infertility. However, the molecular genetic mechanisms for reduced spermatogenesis and sperm fertility by ROS are unclear. In this study, we observed infertility in one of the 35 bulls raised under the same breeding conditions due to complete asthenoteratozoospermia for unexplained reasons. Through the sperm analysis of this infertile bull, a significantly high level of 8-oxoG formation was observed in the sperm DNA, and these oxidative lesions were particularly located around the TSS and genes involved in the Golgi apparatus. Eventually the formation of the acrosome appeared to be affected. To our knowledge, this is the first time that 8-oxoG formation due to oxidative stress has been investigated at the genomic level in sperm. In particular, it is of high relevance to suggest a molecular mechanism of action of 8-oxoG lesions on spermatogenesis and sperm fertility.

DNA damage is associated with the impairment of DNA protamination during late spermatogenesis, and a significant increase in the 8-oxoG levels is known to disrupt the chromatin remodeling and ultimately lead to DNA fragmentation [24]. However, except for structural defects in DNA, no intensive analysis of the genetic network related to spermatogenesis and selectivity of the genomic loci where 8-oxoG is generated has yet been reported. In this study, we identified that 165 genes of infertile sperm had 8-oxoG lesions, and 15 of them were genes possibly involved in the formation of the Golgi apparatus. Literature mining revealed that five of the Golgi-associated genes play major roles in spermatogenesis, sperm motility, and sperm fertility. For example, B-cell CLL/lymphoma 6 (BLC6) was reported to act as a stabilizer to protect sperm from apoptosis by various stressors [25], and quiescin sulfhydryl oxidase 1 (QSOX1) was reported to acquire fertility and the structural stability of sperm through sulfhydryl oxidation [26,27]. Phospholipase A2 (PLA2) is known to be involved in the biosynthesis of eicosanoids as an indicator of oxidative stress in various infertile conditions, and the active form of PLA2 is present prominently in the head of impaired motile sperm [28,29,30]. Chloride intracellular channel 5 (CLIC5) is also known to play a role in acquiring sperm motility through interactions with protein phosphatase 1 (PP1) [31]. Research has yet to determine how the activity of these genes is regulated by 8-oxoG lesions caused by oxidative stress. Considering the regulation of gene activity through the deletion of the corresponding genomic loci by 8-oxoG or the epigenetic function of 8-oxoG [32,33,34], subsequent studies on these subjects would be valuable for a genetic understanding of the impairment of spermatogenesis caused by oxidative stress.

While this study provides an important basis for understanding the genetic mechanism of 8-oxoG-induced defects in spermatogenesis, there are several limitations. First, the 8-oxoG level in the sperm DNA was higher than in previous studies [35,36]. This discrepancy is likely mainly due to differences in the samples and analytical equipment. The higher 8-oxoG levels observed in this study would also come from the artificial factor during sample preparation [37]. However, an appropriate reducing agent was applied during sample preparation, and the 8-oxoG levels were consistently observed when analyzed by two independent LC/MS and OG-seq methods. Therefore, we emphasize that the 8-oxoG found was native instead of artificial. Secondly, it is not possible to obtain sufficient statistical power by analyzing sperm obtained from one fertile bull and one infertile bull. Severe sperm abnormalities are rare events in mammals. From 2012 to 2018, a total of 34 bulls were bred at our farm facility and only one bull, C14, was observed to have asthenoteratozoospermia with infertility. Despite this shortage of sample numbers, we conducted comprehensive multidisciplinary studies of the sperm and the male reproductive tract. The conclusions drawn from this analysis would not, therefore, be appropriate to extend to bulls and mammals as a whole; however, their meaning could be acknowledged. Finally, in the comparison between the genome and the proteome obtained from the infertile sperm, we did not observe a correlation between the 8-oxoG genes and their encoded proteins. Instead, the 8-oxoG genes and DEPs observed in infertile sperm exhibited a common defect of acrosome formation that can occur in late spermatogenesis. This is likely due to the fact that the change in gene activity by 8-oxoG occurs during the spermatogenic process, and the DNA and proteome of the sperm we analyzed contains only traces of abnormalities in the gene network related to spermiogenesis.

In conclusion, we found a high distribution of 8-oxoG in sperm DNA that lost fertility due to asthenoteratozoospermia. The majority of the 8-oxoG loci were distributed across the TSS, and 8-oxoG was found to disrupt genes linked to the formation of acrosomes originating from the Golgi apparatus. Proteomic analysis confirmed that acrosome-associated proteins were downregulated in infertile sperm. This preliminary case report with advanced techniques suggests that 8-oxoG formation during spermatogenesis may lead to structural and functional defects in sperm by failing to regulate the acrosome-related gene activity. These findings may provide new insights to understand bovine male infertility.

## 4. Materials and Methods

### 4.1. Animals

Two Korean native striped bulls at 6 years old (C13 and C14) were chosen for this study because C13 was observed to have normal reproductive activity while C14 was infertile. The semen samples of these bulls were washed with phosphate buffered solution (PBS; Thermo Fisher Scientific, Waltham, MA, USA) and cryopreserved until use. After the cryopreservation of semen, the testes and epididymis of the bulls were collected by castration. All procedures described were reviewed and approved by the Institutional Animal Care and Use Committee at the National Institute of Animal Science (Approval No. NIAS 2014–489).

### 4.2. Sperm Analysis

A volume of 5 mL semen was diluted with 45 mL of triladyl solution (Minitüb GmbH, Tiefenbach, Germany) and mixed on a ThermoMixer (Eppendorf, Hamburg, Germany) with a mixing frequency of 300 rpm at 34.0 °C. After 30 min of mixing, the final concentration of sperm was adjusted to 80 × 10^6^ sperm/mL, using a Makler counting chamber (Sefi-Medical Instruments, Haifa, Israel). The motility and progressiveness of sperm were analyzed using a microscope equipped with a computer-assisted sperm analyzer (CASA; Proiser, Paterna, Spain) with at least 200 sperm per bull. To analyze the sperm morphology, more than 200 sperm per bull were smeared on a glass slide (Paul Marienfeld GmbH & Co.KG, Lauda-Königshofen, Germany) and stained, using the Differential Quik III stain kit (Polysciences, Warrington, PA, USA). The stained slide was allowed to air dry and observed with a bright field microscope (Olympus, Tokyo, Japan) according to the criteria of sperm morphology [38].

### 4.3. Acrosome Analysis

Thawed semen was mixed with 10 mL PBS (Thermo Fisher Scientific) and centrifuged at 300 *g* for 10 min. After removing some of the supernatant, the sperm pellets were resuspended by gentle tapping. The sperm suspension of around 10 µL was smeared on the slide glass (Paul Marienfeld GmbH & Co.KG), dried, and fixed for 5 min in PBS containing 3.7% (*w*/*v*) paraformaldehyde (Sigma-Aldrich, St. Louis, MO, USA). The fixed sperm smear was stained with 0.2% (*w*/*v*) Coomassie Brilliant Blue (CBB) solution (Sigma-Aldrich) for 2 min and transferred to distilled water for 5 s. After drying the slide on a slide warmer (Changshin Science, Seoul, Korea) at 37 °C for 2 min, the protein intensity (*n* = 25 per bull) and the integrity of the acrosome in the sperm head (technical triplicates, *n* = 200 per bull) were evaluated under a microscope (Olympus, Tokyo, Japan). The acrosome protein intensity was quantified by using ImageJ (version 1.38e) [39].

### 4.4. Histological and Immunofluorescence (IF) Analysis of Male Reproductive Tract

The testicular tissues were fixed in 4% (*v*/*v*) paraformaldehyde (Thermo Fisher Scientific) in PBS for 24 h at room temperature. After rinsing, the tissues were cryoprotected by incubating in 30% (*w*/*v*) sucrose (Thermo Fisher Scientific) in PBS for 24 h. The tissues were embedded in Tissue-Tek compound (Sakura Finetek, Torrance, CA, USA), mounted on a cutting block, and frozen. The tissue was then cut at 10 µm of thickness, using a Leica 3050 cryostat (Leica Microsystems, Bannockburn, IL, USA). The sections were placed onto Fisher Superfrost Plus microscope slides (Fisher Scientific, Pittsburgh, PA, USA) and stored at −20 °C until use. For histological analysis, hematoxylin and eosin (H&E) staining was performed as described before [40]. For IF analysis, the sections were hydrated in PBS for 10 min, and heated by microwaving in an alkaline buffer (Vector Laboratory, Burlingame, CA, USA) three times for 2 min each with 5 min intervals for antigen retrieval. After blocking with 1% (*w*/*v*) bovine serum albumin (Thermo Fisher Scientific) in PBS for 60 min at room temperature, the sections were incubated with primary antibodies in a moist chamber for 90 min at room temperature or overnight at 4 °C, and then incubated with secondary antibodies for 60 min at room temperature. Detailed information on the primary and the secondary antibodies are provided in Supplementary Table S4. Confocal images were acquired using a confocal microscope and analyzed using Zen Blue software (Zeiss, Oberkochen, Germany).

### 4.5. Reverse Phase-Liquid Chromatography/Mass Spectrometry (RP-LC/MS) Measurement of 8-oxoG

Genomic DNA was extracted from sperm, using the DNeasy Blood and Tissue kit (Qiagen, Valencia, CA, USA) with supplementation of desferal and butylated hydroxytoluene at 100 µM each (Sigma-Aldrich, St. Louis, MO, USA). The extracted DNA was enzymatically hydrolyzed as previously described [34]. 8-[15N5]oxoG at 10 nM was used as a spike control (Cambridge Isotope Laboratories, Inc., Tewksbury, MA, USA).

For quantification of 8-oxoG, RP-LC/MS consisting of an Ultimate 3000 RS high performance liquid chromatography (HPLC) instrument (Dionex, Sunnyvale, CA, USA) equipped with a TSQ ENDURA triple-quadrupole mass spectrometer (Thermo Fisher Scientific) and a reversed-phase chromatography column (2.1 × 100 mm, inner diameter = 2.6 µm, Phenomenex, Torrance, CA, USA) was used as previously described [34]. Separate samples were subjected to quantify dG and dC levels by using high-performance liquid chromatography (HPLC) equipped with the Shiseido column (Capcell Pak C18 UG120 4.6 × 250 mm, inner diameter = 5 µm, Phenomenex).

### 4.6. 8-oxoG Enrichment by Affinity Purification

DNA fragments with 8-oxoG were purified as previously described [41]. Briefly, 5 µg of the genomic DNA extracted from sperm was fragmented with an S2 ultrasonicator (Covaris, Woburn, MA, USA) in 10 mM Tris buffer (pH 8.0) to obtain approximately 150-bp fragments. After sonication, the fragmented DNA was concentrated to 20 µL in 100 mM NaPi buffer (pH 8.0), using QIAquick PCR purification kit (Qiagen). A 100 µL volume of 100 mM NaPi buffer with 20 mM amine-PEG2-biotin (Thermo Fisher Scientific) was added and the mixture was heated to 75 °C for 10 min. After thermal equilibration to room temperature, 5 mM K_2_IrBr_6_ (Sigma-Aldrich) was added for 8-oxoG biotinylation. The biotinylated DNA fragments were eluted with 125 µL Tris buffer using the QIAquick PCR purification kit and collected using Dynabeads MyOne Streptavidin C1 (Thermo Fisher Scientific). Complementary DNA strands to those with bound biotinylated 8-oxoG were released by incubation in 150 mM NaOH at 20 °C for 30 min and concentrated to 10 µL ddH_2_O using the ssDNA/RNA Clean & Concentrator kit (Zymo Research, Irvine, CA, USA).

### 4.7. 8-oxoG Sequencing (OG-Seq)

The 8-oxoG-enriched DNA fragments were applied for next-generation sequencing. The OG-seq library was constructed using the TruSeq Nano DNA kit (Illumina, San Diego, CA, USA) and sequenced with TruSeq SBS Kit v3-HS on a HiSeq 2000 sequencer (Illumina) to obtain 101-bp paired-end reads. Image analysis and base calls were performed using the Illumina pipeline (v1.8) with default settings. Reads were aligned to the bovine reference genome (bosTau8) using the Isaac aligner (Illumina). Duplicate reads were identified and removed as Picard (http://broadinstitute.github.io/picard, version 2.25.5, access date 6 December 2018). In the reads mapped using MACS241, the enhanced peaks were called, and the peaks were annotated with ChIPseeker. 8-OxoG loci that differed significantly from the input DNA (fold change >2, *q* < 0.05) were selected for further analysis.

### 4.8. Bioinformatic Analyses

The biological relevance of genes harboring 8-oxoG loci (8-oxoG genes) was investigated using PubMatrix, a text-based data mining tool [42]. Search terms (8-oxoG gene symbols) and modified terms (sperm, spermatogenesis, spermiogenesis, asthenozoospermia, and teratozoospermia) were used for pair-wise comparison.

8-OxoG gene lists from C13 and C14 sperm DNA were compared with Venn diagrams (https://bioinfogp.cnb.csic.es/tools/venny, version 2.1, access date 13 Jan 2021), and C14 exclusive genes were subjected to gene set enrichment analysis (GSEA) [43] to determine the biological process and cellular component that they participated in, using a false discovery rate (FDR) q-value cutoff of 0.05.

A regulatory network was constructed, using the STRING protein–protein association network database (https://string-db.org, version 11.0, access date 13 January 2021) [44]. C14 sperm-specific 8-oxoG genes were used with more than 0.15 of interaction confidence.

### 4.9. 2-Dimensional Polyacrylamide Gel Electrophoresis (2D-PAGE)

Sperm pellets were homogenized in a lysis buffer composed of 7 M urea, 2 M thiourea, 4% (*w*/*v*) CHAPS, 1% (*w*/*v*) dithiothreitol, 1 mM benzamidine (Sigma-Aldrich), and 2% (*v*/*v*) pharmalyte (Amersham Biosciences, Little Chalfont, U.K.). Proteins were extracted by vortexing for 1 h. After centrifugation at 15,000× *g* for 1 h at 15 °C, soluble fraction was applied to 2D-PAGE.

Proteins were applied to pre-equilibrated IPG dry strips (Genomine, Gyeongsangbuk-do, South Korea) and isoelectric focusing (IEF) was performed at 20 °C, using a Multiphor II electrophoresis unit (Amersham Biosciences). After IEF, 10–16% (*w*/*v*) SDS-PAGE was performed, using the Hoefer DALT 2D system (Amersham Biosciences), and the 2D gel was stained with Coomassie blue. Quantitative analysis of the digitized images was carried out using the PDQuest (BioRad, Hercules, CA, USA) and the quantity of each spot was normalized by total valid spot intensity.

### 4.10. Peptide Mass Fingerprinting (PMF)

For protein identification, protein spots were excised and digested with trypsin (Promega, Madison, WI, USA). The digested peptides were mixed with α-cyano-4-hydroxycinnamic acid in 50% (*v*/*v*) acetonitrile in 0.1% trifluoroacetic acid and subjected to matrix-assisted laser desorption ionization-time-of-flight (MALDI-TOF) analysis (Bruker Daltonics, Billerica, MA, USA) as previously described [45]. Spectra were collected from 300 shots per spectrum between m/z ranged from 600 to 3000 and calibrated by using trypsin auto-digestion peaks (m/z = 842.5099, 2211.1046). The peak list was generated using Flex Analysis 3.0 (Bruker Daltonics). MASCOT (Matrix Science Inc., Boston, MA, USA) was used for protein identification by PMF, using the following parameters: trypsin as the cleaving enzyme, a maximum of one missed cleavage, iodoacetamide on cysteine (Cys) as a complete modification, oxidation on methionine (Met) as a partial modification, monoisotopic masses, and a mass tolerance of ±0.1 Da.

### 4.11. Statistical Analysis

Data obtained from the sperm of both the fertile and infertile bull were measured in technical triplicate and then were subjected to statistical analysis. Those included sperm indexes (sperm motility, sperm progressiveness, acrosome analyses) and chromatographic analysis of the sperm DNA (8-oxoG, 5 mC).

All data were analyzed with Student *t*-tests or Mann–Whitney U tests, depending on the homogeneity of the variance of the data. All statistical analyses were performed using Prism software (GraphPad Software Inc., San Diego, CA, USA), with *p*-values < 0.05 considered to indicate statistical significance. All measurements are reported as means ± standard deviation (SD).

## Figures and Tables

**Figure 1:**
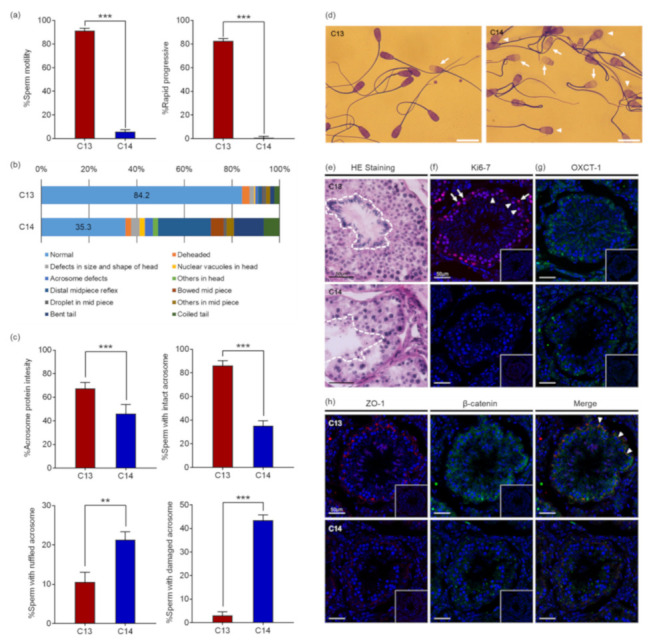
Poor sperm index of infertile C14 sperm. (**a**) Sperm motility and progressiveness by computer-assisted sperm analysis (CASA). Red bars indicate motility and progressiveness of C13 sperm and blue bars for C14 sperm. *** *p* < 0.001 vs. C13. (**b**) Morphological evaluation of sperm. Relative stacked bar chart shows the relative percentage of morphological parameters of sperm in head, midpiece, and tail. Each parameter is depicted in different color. Numbers in the light blue bar indicate the percentage of normal sperm in each group. (**c**) Morphological evaluation of sperm head. Red bars indicate structural parameters of C13 sperm head and blue bars for C14, those including acrosome stain and acrosomal intactness. ** *p* < 0.01, *** *p* < 0.001 vs. C13. (**d**) Representative image of sperm. Arrowheads indicate sperm with ruffled acrosomes and arrows for sperm with damaged acrosomes. Scale bar represents 20 µm. (**e**) Histological comparisons of testes by hematoxylin and eosin (H&E). The area containing elongating spermatid is circled with white dashed lines. (**f**,**g**) Confocal immunofluorescence (IF) microscopy of testis sections from C13 and C14. Anti-Ki67 (red) and anti-OXCT1 (green) antibodies were used. Arrows and arrowheads indicate spermatogonia and primary spermatocytes, respectively. (**h**) Testis was double labeled for zonula occludens 1 (red) and β-catenin (green). Arrowheads indicate co-localization of ZO-1 and β-catenin. Inserts show negative controls. Scale bar represents 50 µm.

**Figure 2:**
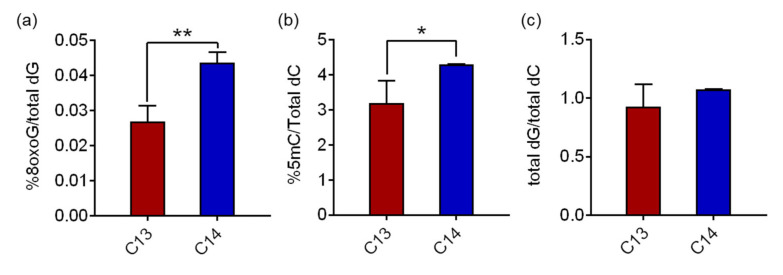
Significant increased levels of 8-oxoG in C14 sperm DNA. (**a**) Comparison of 8-oxoG levels in C13 and C14 sperm DNA. Total dG is the sum of 8-oxoG and dG. (**b**) Comparison of 5mC in C13 and C14 sperm DNA. Total dC is the sum of 5mC and dC. (**c**) The ratio of total dG and total dC. Bars indicate the average value of technical triplicate ± SD. * *p* < 0.05, ** *p* < 0.01 vs. C13.

**Figure 3:**
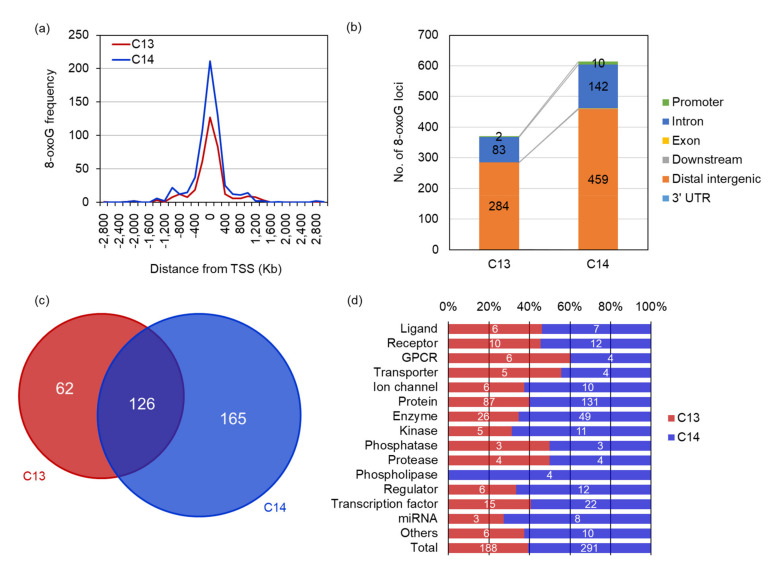
Increased number of 8-oxoG loci in C14 sperm DNA. (**a**) Distance of 8-oxoG loci from transcription start site (TSS). The vertical axis indicates the frequency of 8-oxoG loci for each bin of genomic distance from TSS. The red line represents C13 sperm and the blue line for C14 sperm. (**b**) Comparative genomic distribution of 8-oxoG loci of C13 and C14 sperm. Each color in the stacked graph represents from promoter (green) to 3′ UTR region (light blue). Numbers in the graph indicate the number of 8-oxoG loci in each genomic element. (**c**) Venn diagram of sperm genes harboring 8-oxoG. The red circle indicates the number of C13 sperm genes containing 8-oxoG and the blue circle for C14 sperm genes. (**d**) Protein annotation encoded by 8-oxoG genes. The red bar represents the C13 sperm proteins and the blue bar for the C14 sperm proteins. The number in the bar represents the number of the protein encoded by 8-oxoG genes. The ratio of the total 8-oxoG genes of C13 and C14 sperm is shown below.

**Figure 4:**
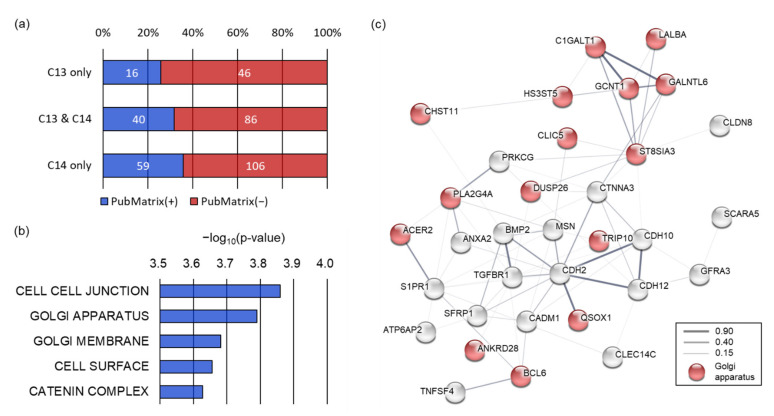
Golgi component affected by 8-oxoG in C14 sperm DNA. (**a**) Literature association of sperm genes containing 8-oxoG. Blue bars indicate the number of 8-oxoG genes with literature related to sperm (PubMatrix (+)) and red bars for genes without sperm-related literature (PubMatrix (−)). The number in the bar represents the number of literatures related to sperm. (**b**) GSEA analysis of 8-oxoG genes exclusive to C14 sperm. Horizontal axis indicates (−)log_10_-transformed *p*-value of each cellular component terminology. (**c**) Protein–protein interaction network analysis of functionally enriched 8-oxoG genes of C14 sperm. Nodes indicate the cellular component-enriched genes. Edge thickness indicates the interaction score. Red nodes represent the Golgi apparatus-enriched genes.

**Figure 5:**
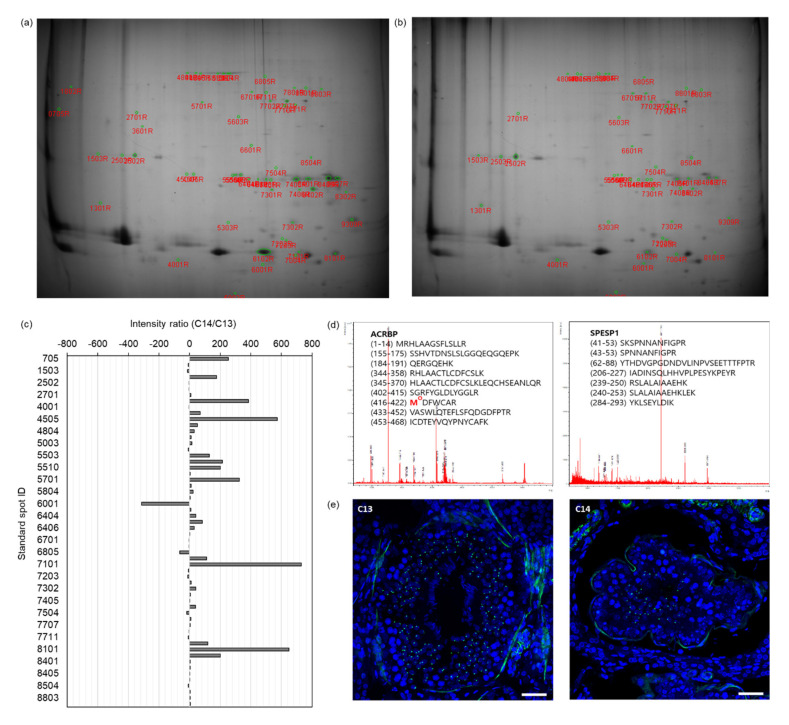
Differentially expressed proteins (DEPs) in C14 sperm. (**a**) Separation of C13 sperm proteins by 2-dimensional polyacrylamide gel electrophoresis (2D-PAGE). (**b**) Separation of C14 sperm proteins by 2D-PAGE. (**c**) Intensity ratio of the selected standard spots between C13 and C14 sperm proteins. The horizontal axis indicates the intensity ratio of C14 over C13 and the vertical axis for standard spot ID. (**d**) Representative peptide mass fingerprinting (PMF) spectra of down-regulated ACRBP and SPESP1 proteins in C14 sperm. The numbers in parentheses indicate the start to end of the amino acid residue of the peptide, followed by the amino acid sequence of the peptide. M^o^ indicates the oxidized methionine. (**e**) Immunolocalization of ACRBP in the testes. Green spots indicate ACRBP in the secondary spermatocytes and round spermatids. Scale bar represents 50 µm.

**Table 1:** Statistics of 8-oxoG sequencing (OG-seq) data.

Sample	Total Read Bases	Total Reads	GC (%)	Q20 (%)	Q30 (%)	Mapping Ratio (%)
C13 input	9,847,220,343	97,606,476	42.39	98.30	97.04	77.47
C13	8,540,190,885	84,978,688	43.51	98.39	97.21	7.68
C14 input	10,909,682,941	108,190,516	44.99	98.64	97.61	65.49
C14	10,207,200,528	101,407,472	43.15	98.01	96.56	9.95

Total read bases: Total number of read bases (total reads x read length) after trimming. Total reads: Total number of reads after trimming. GC (%): GC Content. Q20 (%): Ratio of reads that have phred quality score over 20. Q30 (%): Ratio of reads that have phred quality score over 30.

**Table 2:** Differentially expressed proteins (DEPs) in C14 sperm compared to C13 sperm.

SSP	MW	PI	Abundance		Fold Change (C14/C13)	Protein Name	Protein Score	Expected *p*-Value
			C13	C14				
1503	24.02	4.48	1005.9	71.0	−14.2	Acrosin-binding protein	130	4.5 × 10^−7^
1802	50.63	4.23	1.0	176.0	176.0	Tubulin alpha-3 chain-like	137	9.1 × 10^−8^
2502	23.73	4.83	5822.0	3749.4	−1.6	Acrosin-binding protein	111	3.6 × 10^−5^
2503	23.80	4.70	1564.3	510.2	−3.1	Acrosin-binding protein	107	9.1 × 10^−5^
4504	20.52	5.32	1.0	68.7	68.7	Phosphatidylethanolamine-binding protein 4	94	1.6 × 10^−3^
4505	20.49	5.38	1.0	573.6	573.6	Annexin A4 isoform 3	116	1.1 × 10^−5^
4801	60.74	5.32	8.8	447.3	50.7	Serum albumin	160	4.5 × 10^−10^
4804	60.65	5.40	17.3	502.2	29.0	Serum albumin	252	2.9 × 10^−19^
5503	20.41	6.11	18.0	2301.0	128.0	Annexin A4	120	4.5 × 10^−6^
5508	20.39	6.00	10.2	2177.5	213.1	Annexin A4	117	9.1 × 10^−6^
5510	20.37	5.94	3.1	623.0	200.3	Annexin A4	121	3.6 × 10^−6^
5701	39.25	5.46	1.0	326.4	326.4	Ubiquinol–cytochrome C reductase core protein 1	128	7.2 × 10^−7^
5804	60.48	5.85	97.2	2308.0	23.7	Serum albumin	279	5.7 × 10^−22^
6701	46.49	6.35	611.8	371.5	−1.6	Outer dense fiber protein 2 isoform X3	248	7.2 × 10^−19^
6711	46.31	6.67	540.7	142.0	−3.8	Outer dense fiber protein 2 isoform X14	126	1.1 × 10^−6^
7710	37.70	7.07	482.4	182.5	−2.6	Sperm equatorial segment protein 1	112	2.9 × 10^−5^
7711	38.14	7.31	282.2	28.8	−9.8	Sperm equatorial segment protein 1	111	3.6 × 10^−5^
7801	50.04	7.28	1.0	119.4	119.4	Succinyl-CoA:3-ketoacid-coenzyme A transferase 2, mitochondrial	92	3.2 × 10^−3^
8504	23.33	7.61	470.4	48.1	−9.8	Izumo sperm–egg fusion protein 4	95	1.3 × 10^−3^

Protein score = −10* Log(P), where P is the probability that the observed match is a random event.

## Data Availability

OG-seq raw and processed data from this study have been submitted to the NCBI Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/, access date 25 January 2021) under accession number GSE165538.

## Supplementary Materials

Supplementary tables are available online at https://www.mdpi.com/article/10.3390/ijms22115857/s1.

## Abbreviations

2D-PAGE	2-dimensional polyacrylamide gel electrophoresis
8-oxoG	8-oxoguanine
ACRBP	Acrosin-binding protein
CASA	Computer-assisted sperm analysis
DEPs	Differentially expressed proteins
GSEA	Gene set enrichment analysis
OG-seq	Genomic distribution of 8-oxoG by next-generation sequencing
OXCT1	3-oxoacid CoA-Transferase 1
PMF	Peptide mass fingerprinting
RP-LC/MS	Reverse-phase liquid chromatography/mass spectrometry
SPESP1	Sperm equatorial segment protein 1
V-ATPase B1	Vacuolar-type ATPase subunit B1
ZO-1	Zonula occludens 1

# Supplementary material for: Dysregulation of the Acrosome Formation Network by 8-oxoguanine (8-oxoG) in Infertile Sperm: A Case Report with Advanced Techniques
**Source:** Int J Mol Sci. 2021 May 30;22(11):5857. doi: 10.3390/ijms22115857
**Supplement:** Supplementary file 1

## Slide 1
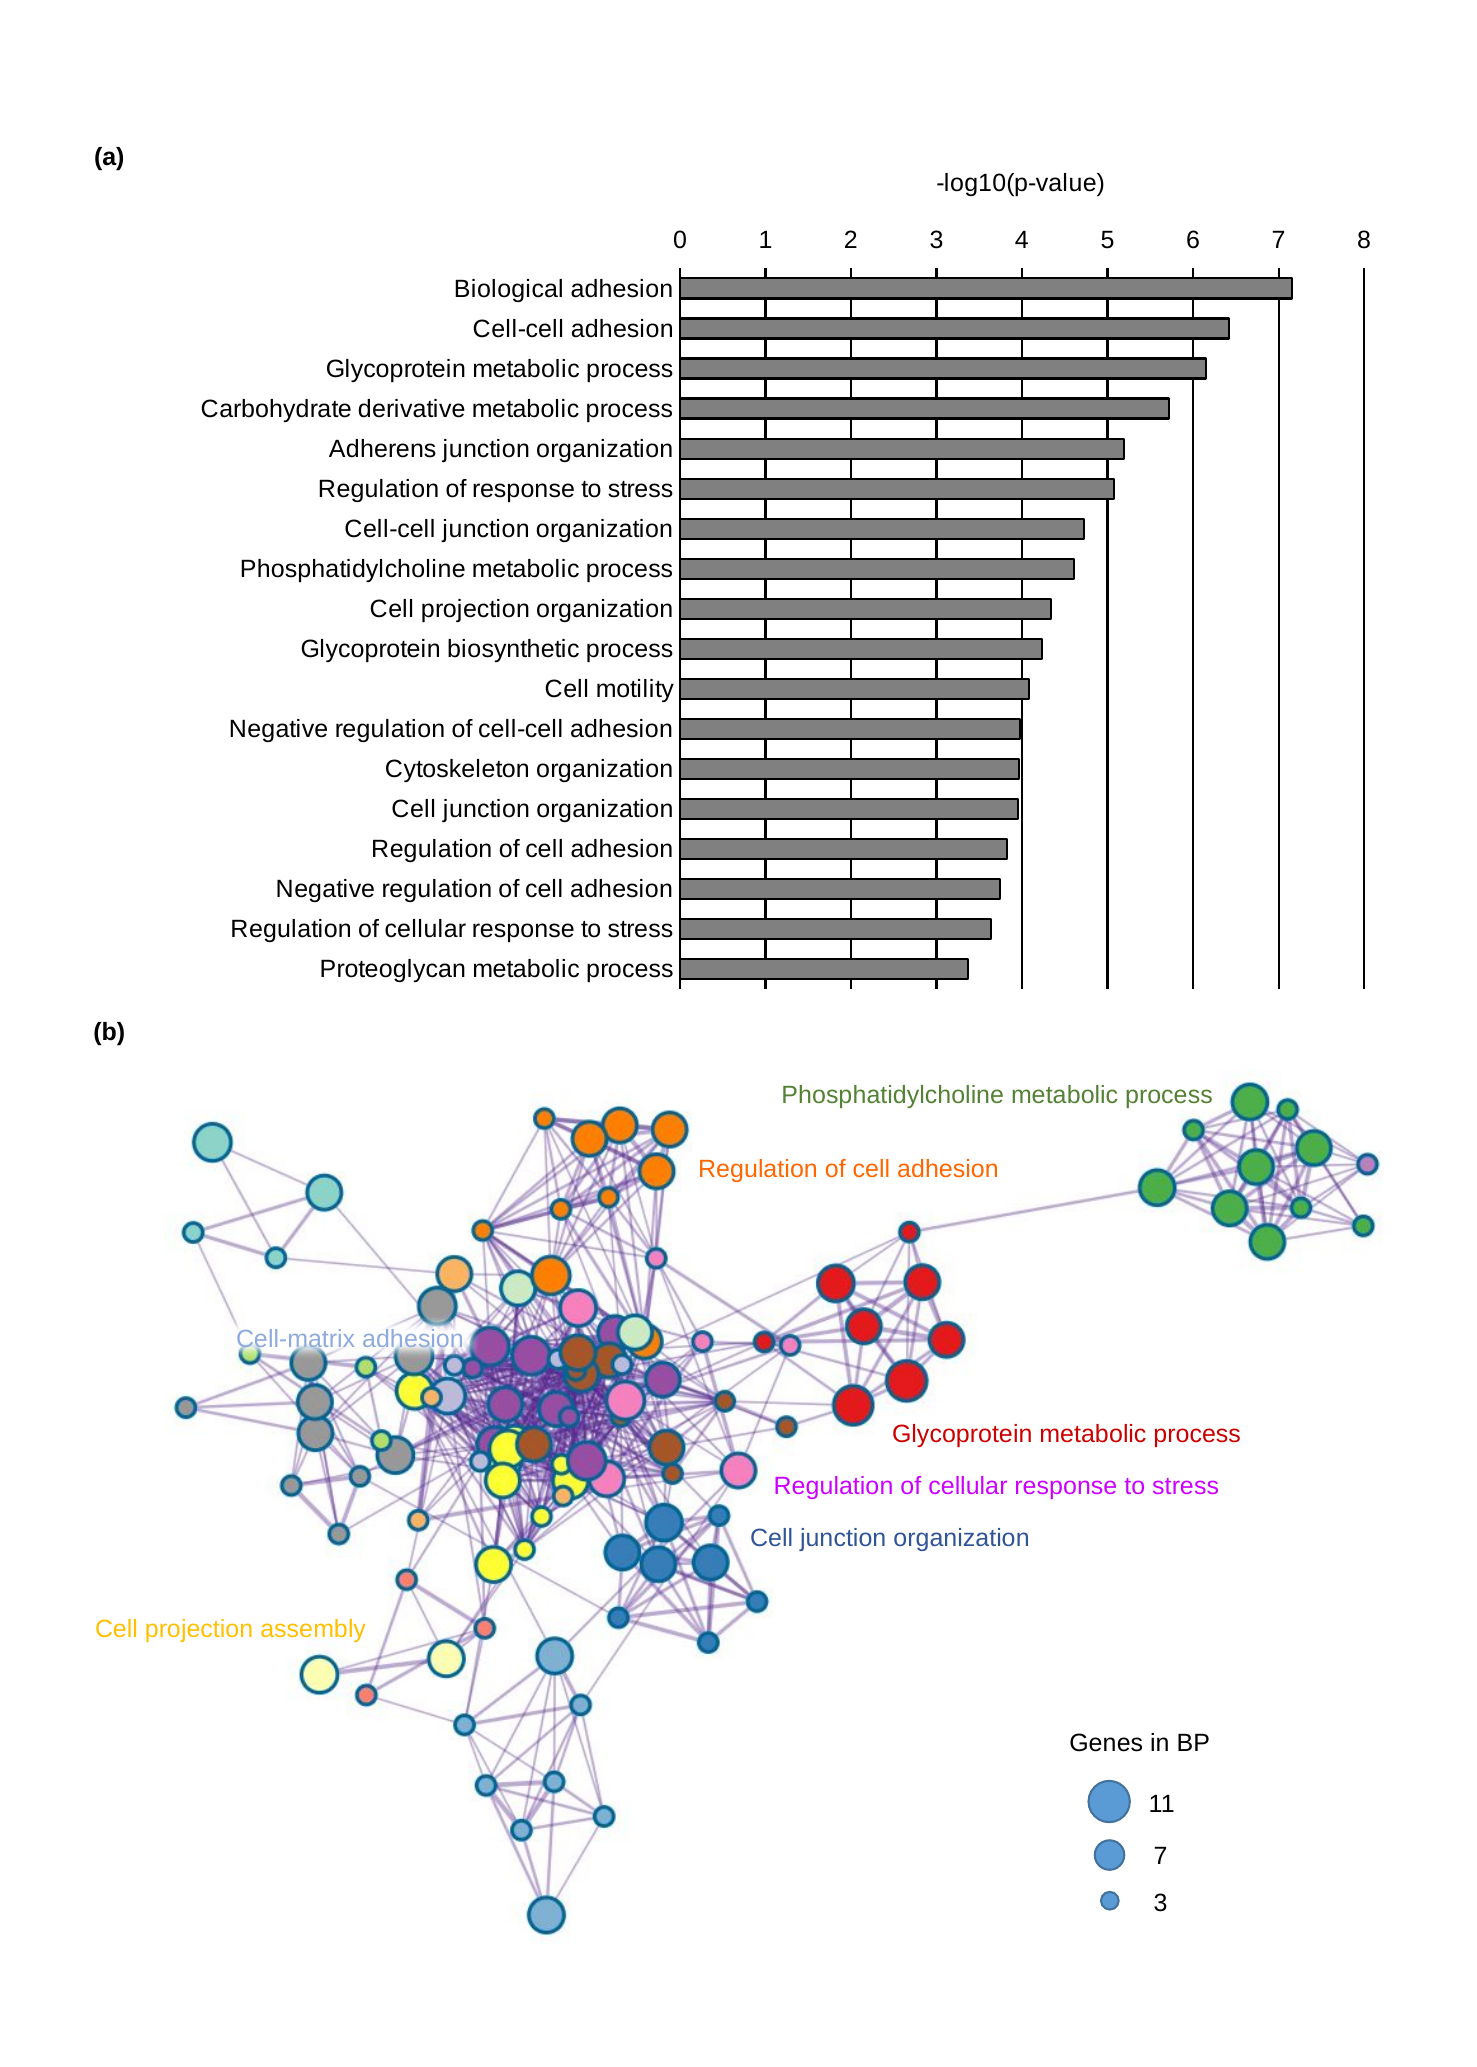

### Chart
| Category | |
|---|---|
| Biological adhesion | 7.1598939055432425 |
| Cell-cell adhesion | 6.422508200162775 |
| Glycoprotein metabolic process | 6.154901959985743 |
| Carbohydrate derivative metabolic process | 5.714442690992226 |
| Adherens junction organization | 5.189767482004916 |
| Regulation of response to stress | 5.071092309756048 |
| Cell-cell junction organization | 4.721246399047171 |
| Phosphatidylcholine metabolic process | 4.610833915635467 |
| Cell projection organization | 4.337242168318426 |
| Glycoprotein biosynthetic process | 4.229884705212898 |
| Cell motility | 4.081445469449727 |
| Negative regulation of cell-cell adhesion | 3.9788107009300617 |
| Cytoskeleton organization | 3.962573502059376 |
| Cell junction organization | 3.9507819773298185 |
| Regulation of cell adhesion | 3.8297382846050425 |
| Negative regulation of cell adhesion | 3.7423214251308154 |
| Regulation of cellular response to stress | 3.642065152999546 |
| Proteoglycan metabolic process | 3.3716110699496884 |(a)
(b)
Phosphatidylcholine metabolic process
Regulation of cell adhesion
Cell-matrix adhesion
Glycoprotein metabolic process
Regulation of cellular response to stress
Cell junction organization
Cell projection assembly
Genes in BP
11
7
3

How the deposited data were processed for this re-analysis (not part of the article)

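The data were 2 lists of 8-oxoG loci from sperm DNA, 1 of the fertile bull C13 and 1 of the infertile bull C14. For each bull, 1 library of 8-oxoG-enriched DNA and 1 library of input DNA had been sequenced as 101-bp paired-end reads. The authors aligned the reads to bosTau8 with the Isaac aligner, removed duplicates with Picard, called peaks with MACS2 for each bull against its own input, annotated them with ChIPseeker and kept peaks with a fold change over 2 and a q under 0.05. No libraries were pooled. The reads, the alignments and the coverage outside the listed loci were not analysed here.

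The pileup that the authors deposited is a signal in fragments of the 8-oxoG library at the summit, in whole numbers and without normalization between the bulls. The p and q that the authors deposited are −log10 values from the Poisson model of MACS2. The fold enrichment that the authors deposited is a ratio of the pileup to the local background from the input, with 1 added to both. The authors also deposited the distance of each locus to the TSS and the class of each locus, as ChIPseeker gave them. No other column of values per library was left unused. Coordinates are those of the lists, in bosTau8, counted from 1. All 370 records of C13 and 614 records of C14 were checked against the range of these units, and no value fell outside it. The distance to the TSS recomputed from the interval and the gene coordinates equalled the listed distance in 100% of the loci of both lists. The 10 sequences listed for C14 promoter loci were each as long as their interval.

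The lists were read with pandas version 2.3.3 and numpy version 2.4.6 in Python version 3.11.15. Loci were counted by row, as in the paper. Classes of loci were compared between the lists with Fisher's exact test (two-sided) from scipy version 1.17.1, and shares are given with Wilson 95% confidence intervals. These tests compare 2 lists from 1 bull each, and loci are not replicates. Loci of the 2 lists were taken as shared when they overlapped by at least 1 bp in bedtools version 2.31.1. Figures were drawn with matplotlib version 3.10.9. Genes were compared by the symbol in the lists. A gene was counted as having a locus inside it where the intron, exon or UTR of the annotation carried the same gene number as the assigned gene, or where the locus was annotated as promoter or downstream. Of the 353 gene numbers in the lists, 351 were found in a RefSeq gene table of the assembly ARS-UCD2.0, which is not the build of the lists and was used only to look up gene names, for the gene whose intron held a locus and for a gene listed under a calendar date. Phospholipase and miRNA genes were recognised by the symbol or name in the lists. The 15 Golgi genes and the 18 other genes were read from Fig. 4c, and the 10 DEPs were taken from the text of the paper.

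The depth of the 2 lists was compared in 2 ways, by the number of mapped 8-oxoG reads that follow from Table 1 of the paper and by the lowest local background in each list. The local background is the pileup plus 1 divided by the fold enrichment, minus 1. To set C14 at the depth of C13, each C14 pileup was thinned by a binomial draw, the background was scaled by the same factor, and a locus was kept when its −log10 p reached the lowest value in the C13 list, 5.20, and its fold enrichment exceeded 2. This was repeated 1000 times with a fixed seed. Tested on simulated data with 20000 loci, the loci kept after thinning were 95.2% of those called in a simulated library with 0.65 of the depth, and 94.3% at 0.375 of the depth. Thinning a list of called peaks can only remove C14 loci, so the numbers of C14 loci, of C14 genes and of genes exclusive to C14 after thinning are low estimates of what a shallower library would give, and the number of genes exclusive to C13, which rises as C14 genes are lost, is a high estimate. A separate library of the lower depth was also simulated 1000 times, with Poisson counts from each C14 pileup and from the lower limit of its 95% confidence interval. Subpeaks of the same interval were drawn independently, although they share fragments.

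The clustering of loci was described with distinct intervals linked when no more than 100 kb apart. For comparison, the intervals were placed at random 1000 times along the chromosomes up to the last locus of both lists on each chromosome. For the overlap of the lists, the C13 loci were placed at random 100 times.

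The named genes were chosen by a rule fixed before the data were examined: every gene the paper names for 8-oxoG genes or in Fig. 4c, the genes of the DEPs, the gene of every promoter, exon, UTR or downstream locus, every phospholipase and miRNA gene, and the 3 loci with the highest fold enrichment in each list. ST3GAL4 and FAM207A are among the latter. WRN, POFUT2, PPP2R2A, TTI2, RNF122 and the gene listed under a calendar date were named after their values were seen. The main settings and most alternatives were also fixed before the deposited lists were examined. They were not fixed blind to the data, because the layout and the leading entries of Supplementary Tables S1 and S2, which hold the same loci, had been read, and the p of a C13 locus and the background of a few loci had been worked out from them. The comparison at equal depth and the counting by distinct interval were therefore planned with the higher background of C14 in view. Alternatives added later are named as such.

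A comparison with random positions near a TSS and a comparison of gene lengths with the reference had been planned and were not run, because the gene table at hand belongs to another assembly. The protein classes other than phospholipases and miRNAs, the literature mining, the gene set enrichment and the protein network were not repeated, and the measurements of 8-oxoG by LC/MS, the proteomics and the immunofluorescence were not analysed here.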

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

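The tests in this part were chosen after the results were seen. Each result concerns loci that the paper does not discuss and that rise above the input of the same bull.

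The locus with the highest fold enrichment was the same in both lists. In C14 it spanned 23355132 to 23355515 on chromosome 26 of bosTau8, with a pileup of 149 and a fold enrichment of 108 over the input, and in C13 it spanned 23355131 to 23355406, with a pileup of 51 and a fold enrichment of 45.8. It was assigned to TRIM8, whose TSS lies 180331 bp away from the C14 locus, but it lies in intron 2 of 10 of SUFU. Extra reads in the input, as a repeat collapsed in the assembly would give, are argued against: the local background was 1.08 times the lowest background in C14 and 1.00 times in C13. A preference of the labelling, the capture or the amplification for this sequence was not tested and stays open. The locus is present in the fertile and the infertile bull, so no biological explanation tied to fertility was tested.

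Many loci lay in dense clusters that the lists share. The largest, on chromosome 1 from 145293925 to 145450629, held 32 distinct intervals of C14 and 19 of C13 in 156.7 kb, assigned to FAM207A and POFUT2. Further clusters lay on chromosome 29 at ST3GAL4 (24 intervals in C14 and 10 in C13 over 145.1 kb), on chromosome 27 at TTI2, RNF122 and DUSP26 (18 and 13 over 508 kb) and on chromosome 27 at WRN (15 and 6 over 60.0 kb). The preceding interval was within 100 kb for 48.7% of the C14 intervals and 46.2% of the C13 intervals. Even placement along the chromosomes is argued against, since the highest share in 1000 random placements was 4.35% for C14 and 3.68% for C13. Clusters in regions with extra reads in the input are a candidate explanation that the values leave open: the median background was 5.75 times the lowest background in C14 clusters of 5 or more intervals, against 2.14 times elsewhere, and 3.83 against 1.29 times in C13. Whether such regions are repeats, copy number differences or regions that fragment easily was not tested. The promoter locus of DUSP26, a Golgi gene of Fig. 4c, is at the end of the cluster on chromosome 27, and its own background is 1.00 times the lowest in C14, unlike the median of the clusters.

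The paper compared the lists by gene and not by position. By position, 225 of the 614 C14 loci overlapped a C13 locus, and 211 of the 370 C13 loci overlapped a C14 locus. Chance overlap is argued against, since at most 1 locus overlapped in 100 random placements of the C13 loci. Overlap was more common among strong loci. Of the 100 C13 loci with the highest fold enrichment 92 overlapped a C14 locus, and of the 100 with the lowest fold enrichment 18 did. In the C14 list the numbers were 66 and 29. The shared loci also had a higher background from the input, with a median of 6.51 times the lowest background in C14 against 2.27 times at the other loci, and 2.05 against 1.29 times in C13. Regions with extra reads in the input may therefore contribute to the loci found in both bulls, and loci at which 8-oxoG forms in sperm irrespective of fertility remain an untested alternative.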

How the results depend on the processing

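The counts of loci stayed within 1.5 times of the deposited lists under all thresholds and counting units tried, from 259 to 370 in C13 and from 420 to 614 in C14, with more loci in C14 each time. Restricting the lists to assembled chromosomes removed no locus, and taking the distance from the summit left the number within 400 kb unchanged, so these settings say nothing about stability.

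In the alternative comparisons of shares between the lists, the lowest p from Fisher's exact test was 0.0737, for loci within 5 kb of a TSS. At a −log10 q of at least 5, where C13 had 0 promoter loci and no locus outside distal intergenic regions and introns, the 4 and 5 such loci of C14 were too few for a difference in this direction to pass 0.05, so these comparisons say nothing about stability. The share within 400 kb of a TSS differed by −1.23 percentage points between C14 and C13, and the sign reversed with a window of 100 kb (a difference of 0.0405 points) and with a window of 500 kb, chosen after seeing the data (a difference of 1.28 points). The cause of the reversal was not tested. The promoter loci numbered 1 in C13 and 6 in C14 at a q under 0.01 and likewise at a fold enrichment of at least 5, 0 and 4 at a −log10 q of at least 5, and 1 and 7 within 1 kb of a TSS. The share in distal intergenic regions and introns was lower in C14 and the share in promoters higher in C14 under each alternative tried.

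The number of 8-oxoG genes changed with the rule that ties a locus to a gene, since each rule leaves out loci by construction. With loci within 100 kb of the TSS there were 87 genes in C13 and 139 in C14, of which 55 were common, 32 exclusive to C13 and 84 exclusive to C14. With loci inside the gene, in its promoter or downstream there were 27 and 54 genes, of which 13 were common, 14 exclusive to C13 and 41 exclusive to C14. A −log10 q of at least 5 left 173 genes in C14, 24 exclusive to C13 and 64 exclusive to C14, and a fold enrichment of at least 5 left 40 and 105 exclusive genes. The genes exclusive to C14 outnumbered those exclusive to C13 under each of these settings.

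With a locus required inside the gene, in its promoter or downstream, 1 phospholipase gene was left in C14, 0 miRNA genes in C13 and C14, and 7 of the 15 Golgi genes. A −log10 q of at least 5 left 2 miRNA genes and 5 Golgi genes in C14, and 9 Golgi genes each were left by a q under 0.01 and by a fold enrichment of at least 5. The alternatives for the phospholipase genes of C13 and for the DEPs only remove loci, so their counts of 0 could not change and say nothing about stability.

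The depth of the lists limits the comparison of the bulls. Thinning the C14 list by the ratio of mapped reads left 498 loci on average, and 514 with the lowest −log10 p of the C14 list as the limit, and thinning by the ratio of the lowest backgrounds left 370.6. The same thinning was applied to genes after seeing the data. With the ratio of mapped reads it left on average 5.89 promoter loci, 101.3 genes exclusive to C14, 3.65 phospholipase genes, 5.28 miRNA genes and 9.49 Golgi genes. With the ratio of the lowest backgrounds it left 3.45 promoter loci, 172.5 genes in C14, 60.1 genes exclusive to C14, 2.84 phospholipase genes, 3.03 miRNA genes and 5.63 Golgi genes. In that setting 75.6 genes were exclusive to C13, more than were exclusive to C14, but thinning gives a low estimate for C14 and a high estimate for C13, so this order is not established. Under the thresholds and rules of overlap, without thinning, the number of shared loci was between 179 and 221 in C13 and between 181 and 254 in C14. Thinning by the ratio of the lowest backgrounds left 178.5 shared loci in C14 on average (170 to 188).

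No paired analysis was possible because each bull has 1 library of each kind. The comparison with random positions near a TSS, for protein-coding or all genes, and the comparison of gene lengths with the reference were not run.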

Differences from the paper's values

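With every deposited locus counted and the paper's own definitions, no value differed from the paper's by more than 1.5 times. The share of loci within 400 kb of a TSS was 78.9% in C13 and 77.7% in C14, and the paper's values are 81.6% and 82.9%. The alternatives set before the data were examined gave shares from 78.7% to 80.3% in C13 and from 77.3% to 79.6% in C14 apart from the window of 100 kb. A window of 500 kb, chosen after seeing the values, gave 81.6% and 82.9%, equal to the paper's values. With the window of 400 kb the share in C14 was lower than in C13. With 500 kb it was higher, as in the paper's values, and neither difference exceeded the counting error.

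The paper's text counts 16 Golgi genes exclusive to C14 in its results and 15 in its discussion. In Fig. 4c, 15 genes are marked, and these were found in the C14 list. The loci in promoters of C14 belonged to 9 genes, since TSN had 2 loci. Where the paper gives the rise in promoter loci by their count, the share of all loci in promoters was 3.01 times as high in C14.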

Other observations

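The tests in this part were chosen after the results were seen, apart from the thinning of all C14 loci and the counting by distinct interval. Both had been planned with the higher background of C14 in view.

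The C14 list held 1.66 times as many loci as the C13 list. Subpeaks counted separately are argued against, because the ratio was 1.63 for distinct intervals. A difference in depth no larger than the ratio of mapped reads in Table 1 is argued against as the whole cause. Thinning by that ratio left 498 loci (95% of draws between 485 and 512), above the 370 of C13. This does not count against depth as such, since the number of reads left after removal of duplicates is not known. The lists themselves give another measure of depth. The lowest background, which 113 C13 loci and 50 C14 loci share within each list, was 2.66 times as high in C14. Mapped 8-oxoG reads were 1.55 times as many in C14, and mapped input reads were fewer in C14 than in C13. Thinned by the ratio of the lowest backgrounds, the C14 list fell to 370.6 loci (354 to 387). A greater depth of the C14 peak calling may therefore account for the larger number of loci, although the simulation showed that thinning keeps 94.3% of the loci a library of that depth would give. Which of these depths holds for the reads that entered MACS2 was not tested. A higher level of 8-oxoG in C14 sperm DNA and the depth cannot be told apart with 1 bull per group.

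The excess of genes exclusive to C14 over those exclusive to C13 (165 against 62) followed the same course. Thinned by the ratio of mapped reads, 101.3 genes were exclusive to C14 and 67.0 to C13. This argues against a depth difference of that size as the whole cause, and not against depth as such. Thinned by the ratio of the lowest backgrounds, 60.1 genes (52 to 69) were exclusive to C14 and 75.6 (71 to 80) to C13, so a difference in depth may account for the excess. The former number is a low and the latter a high estimate, since thinning only removes C14 loci. Of the C14 loci left by the stronger thinning, 192.1 on average overlapped no C13 locus. In 95% of draws this number was between 178 and 206. A simulated separate library of the lower depth was expected to miss 81.4 of the loci left, drawn from the pileups. Drawn from the lower limits of the pileups' 95% confidence intervals, it was expected to miss 176.5, close to that range. Many loci lie near the threshold, so the number that a real library would miss is not known. For these loci as a whole, weakness at the depth of C13 and a difference between the bulls therefore cannot be told apart. Weakness is argued against for the strong loci. Of the 174 C14 loci that passed in at least 95% of the draws, 57 overlapped no C13 locus, whereas a simulated separate library of the lower depth missed at most 37 of the 174 loci in 1000 draws, even with each pileup set to the lower limit of its 95% Poisson confidence interval. These 57 loci may differ between the bulls or between the libraries, and with 1 library per bull this was not tested.

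The Golgi genes of Fig. 4c rest on C14 loci without an overlapping C13 locus. The same held for every gene exclusive to C14, so it does not set the Golgi genes apart. Of the 15 loci, 6 passed in under 50% of the draws thinned by the ratio of mapped reads and 10 in under 50% of those thinned by the ratio of the lowest backgrounds. TRIP10 passed in 100% of the draws under both. Its locus lies in the promoter and has a background 1.06 times the lowest in C14.

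Most 8-oxoG genes were assigned a locus outside the gene. A locus in the assigned gene, its promoter or directly downstream made up 12.2% of the C13 loci and 15.6% of the C14 loci. Of the 165 genes exclusive to C14, 40 had such a locus, and of the 62 genes exclusive to C13, 14 did. Among the intron loci, 41 of 83 in C13 and 59 of 142 in C14 lay in an intron of another gene than the assigned gene.

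The promoter locus of TSPY, which the lists name as testis specific protein, Y-linked 1, is placed on chromosome 8, and its background was 5.37 times the lowest in C14. A C13 gene appears in the list under the calendar date 01-Mar, and its gene number belongs to MARCHF1 in the RefSeq gene table. Its locus is distal intergenic, at −331465 bp from the TSS.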
